# FOXA and master transcription factors recruit Mediator and Cohesin to the core transcriptional regulatory circuitry of cancer cells

**DOI:** 10.1038/srep34962

**Published:** 2016-10-14

**Authors:** Michèle Fournier, Gaëlle Bourriquen, Fabien C. Lamaze, Maxime C. Côté, Éric Fournier, Charles Joly-Beauparlant, Vicky Caron, Stéphane Gobeil, Arnaud Droit, Steve Bilodeau

## Abstract

Controlling the transcriptional program is essential to maintain the identity and the biological functions of a cell. The Mediator and Cohesin complexes have been established as central cofactors controlling the transcriptional program in normal cells. However, the distribution, recruitment and importance of these complexes in cancer cells have not been fully investigated. Here we show that FOXA and master transcription factors are part of the core transcriptional regulatory circuitry of cancer cells and are essential to recruit M ediator and Cohesin. Indeed, Mediator and Cohesin occupied the enhancer and promoter regions of actively transcribed genes and maintained the proliferation and colony forming potential. Through integration of publically available ChIP-Seq datasets, we predicted the core transcriptional regulatory circuitry of each cancer cell. Unexpectedly, for all cells investigated, the pioneer transcription factors FOXA1 and/or FOXA2 were identified in addition to cell-specific master transcription factors. Loss of both types of transcription factors phenocopied the loss of Mediator and Cohesin. Lastly, the master and pioneer transcription factors were essential to recruit Mediator and Cohesin to regulatory regions of actively transcribed genes. Our study proposes that maintenance of the cancer cell state is dependent on recruitment of Mediator and Cohesin through FOXA and master transcription factors.

Transcription factors enforce the cell-specific transcriptional program by binding regulatory elements dispersed throughout the genome^1^. Indeed, their unique ability to recognize specific DNA sequences makes them the central piece of cell state control. While hundreds of transcription factors are expressed in a cell, only a handful are essential to establish and maintain the transcriptional program^2^,^3^,^4^. A landmark demonstration established decades ago that expression of the transcription factor MYOD1 was alone sufficient to turn fibroblasts into myoblasts^5^. Since then, many transcription factors have been added to the list of the reprogramming transcription factors including the various combinations of OCT4, SOX2, KLF4 and MYC to force somatic cells into an induced pluripotent cell state^6^,^7^. Those dominant transcription factors enforcing a specific transcriptional program are typically part of the core transcriptional regulatory circuitry of a cell^8^. These core transcriptional regulatory circuitries include master transcription factors, like MYOD1 and OCT4, which are expressed at high levels relative to other transcription factors, are essential to cell state maintenance and positively regulate cell-type-specific genes in addition to their own expression^8^,^9^,^10^. Another class of transcription factors important for embryonic development and reprogramming are pioneer transcription factors^11^. These transcription factors, like FOXA1, possess the ability to bind DNA sequences wrapped around nucleosomes and positively or negatively influence the transcriptional program^12^,^13^,^14^. Overall, the intricate interplays between transcription factors define the transcriptional program and, therefore, the cellular state.

Transcription factors exert their control on gene expression through recruitment of a wide variety of cofactors, chromatin modifiers and regulators of the chromosome structure^1^,^8^,^15^. Ultimately, transcription factors are important to recruit the RNA Polymerase II (Pol II) machinery and to regulate elongation^16^,^17^. Bridging the transcription factors with Pol II is the role of the coactivator complex Mediator^18^. Indeed, Mediator serves as a central scaffold in the pre-initiation complex to regulate Pol II activity. Along with the Mediator complex, the Cohesin complex, which is essential to maintain sister chromatids cohesion during cell division^19^, and the cohesin loading factor NIPBL are essential to form cell-type-specific connections between enhancers and promoters^20^. Other transcription factors, like MYC, promotes Pol II pause-release by recruiting the P-TEFb complex at active promoters^21^. Therefore, a combination of transcription factors is required at enhancer and promoter regions to specify the transcriptional program of a cell. Identifying the combinations of transcription factors governing the transcriptional program of each cell provides the core information to control cell state.

The gene expression program controls normal and aberrant biological functions of a cell. Indeed, to reach a disease state, cells often modify their transcriptional program to acquire new identities and functions^8^. Interestingly, modulation of regulatory regions is emerging as a key feature of many human diseases^22^,^23^. For example, the vast majority of single nucleotide polymorphisms (SNPs) associated with cancer are found in the non-coding fraction of the genome with a large subset inside enhancer regions^24^. Furthermore, modulation of enhancer regions is a promising cancer treatment^25^,^26^. Additionally, mutations in transcriptional regulators occupying enhancer regions, including transcription factors and cofactors, are causative of many diseases^27^. Among them, mutations in Mediator, Cohesin and the Cohesin loader NIPBL have been associated to developmental syndromes as well as different forms of cancer^28^,^29^. While it is not clear how these mutations lead to a disease state, they point to the importance of proper control of regulatory regions to maintain a normal cell state.

Here we show that FOXA pioneer transcription factors are, with master transcription factors, the core transcriptional regulatory circuitry of cancer cells. These transcription factors are essential to recruit the Mediator and Cohesin complexes to regulatory regions of actively transcribed genes. Taken together, our results suggest that Mediator and Cohesin are connected to the core transcriptional regulatory circuitry through FOXA and master transcription factors to maintain the cancer cell state.

## Results

### Mediator and Cohesin occupy regulatory regions of actively transcribed genes in cancer cells

Maintenance of the transcriptional program depends on transcription factors and cofactors including Mediator and Cohesin. Indeed, Mediator and Cohesin occupy enhancer regions with master transcription factors to control the transcriptional program and identity of embryonic stem cells^20^. To define the contribution of Mediator and Cohesin to the regulation of the cancer transcriptional program, we established the genome-wide occupancy of MED1 (Mediator), SMC1A (Cohesin) and the cohesin loader NIPBL. Three cancer cell lines were profiled using chromatin immunoprecipitation coupled with massively parallel DNA sequencing (ChIP-Seq): MCF7 (breast), HEPG2 (liver) and A549 (lung). 

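MCF7 is an estrogen receptor positive breast cancer cell line, HEPG2 a liver cancer cell line and A549 a lung adenocarcinoma cell line. MED1, a subunit of Mediator, SMC1A, a subunit of Cohesin, and NIPBL, which loads Cohesin on DNA, were each profiled in 2 biological replicates per cell line, and ERa, the estrogen receptor encoded by ESR1, in 2 replicates of MCF7. MCF7 were kept in hormone-depleted medium before the experiment and treated with 100 nM of estradiol for 120 min. The sample labels of A549 name a treatment with 0.01% ethanol for 60 min, which the paper's main text does not mention. Its Supplementary Information was not read here. SMC1A lists were the longest of the cofactor lists in each cell line. In MCF7, the replicates held 32891 and 49374 SMC1A peaks, 3126 and 7106 NIPBL peaks, 1321 and 3872 MED1 peaks and 64093 and 42410 ERa peaks. In HEPG2, they held 44818 and 47952 SMC1A peaks, 5069 and 1720 NIPBL peaks and 12027 and 7220 MED1 peaks. In A549, they held 50656 and 47760 SMC1A peaks, 9375 and 3184 NIPBL peaks and 12626 and 4439 MED1 peaks. The submitters' processing notes name Trimmomatic 0.33, BWA 0.7.12 and MACS2 2.1.0, and reads were aligned to the hg19 build. Peaks were called by the authors in each replicate, and the lists give the authors' fold enrichment, -log10 p, -log10 q and summit of each peak. The read depth of each library was not given in the sources used here, so the number of peaks per library stands in place of the depth. Peaks of chromosomes 1 to 22 and X were used, which left out 673 of the 451712 peaks (0.149%). Peaks of different lists were counted as shared when they overlapped by at least 1 bp. Of the SMC1A peaks, 62.9% to 94.6% overlapped a peak of the other replicate, compared with 28.5% to 96.3% of the MED1 peaks and 27.8% to 89.4% of the NIPBL peaks, and the longer list of a pair had the lower share. A region of a cell line was kept where peaks of both replicates overlapped. This gave 1100 MED1, 2231 NIPBL and 31042 SMC1A regions in MCF7, 4813, 1401 and 37784 in HEPG2, and 3993, 2784 and 41743 in A549. MED1 regions that overlapped both an SMC1A and a NIPBL region are called co-occupied regions, and there were 505 of them in MCF7, 789 in HEPG2 and 1753 in A549.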

Principal component analyses (PCA) confirmed that the distribution profiles of NIPBL and MED1 were positively correlated (R = 0.53, 0.45 and 0.53 for MCF7, HEPG2 and A549, respectively, all p-values < 10e–100) across the genome of each cell type (Fig. 1a) in accordance with previous reports^20^. Furthermore, Cohesin, which is known to occupy regions with NIPBL and Mediator, but also the transcription factor CTCF^30^,^31^, showed a bimodal distribution in all three cell lines (Fig. 1a). Therefore, for subsequent analyses, SMC1A-occupied regions were divided into CTCF-occupied (with CTCF) and not (no CTCF). 

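NIPBL and MED1 peaks overlapped more often than shifted lists did in each cell line, although many peaks of the longer list of a pair lay apart from the other factor. In HEPG2, 82.4% ± 4.30 (SD, n = 2) of the NIPBL peaks overlapped a MED1 peak of the same replicate, and in A549 66.8% ± 6.44 (SD, n = 2). In MCF7, whose NIPBL lists were longer than its MED1 lists, 74.9% ± 5.36 (SD, n = 2) of the MED1 peaks overlapped a NIPBL peak and 36.1% ± 3.93 (SD, n = 2) of the NIPBL peaks a MED1 peak. Of the MED1 peaks, 26.9% ± 11.6 (SD, n = 2) overlapped a NIPBL peak in HEPG2 and 47.6% ± 4.99 (SD, n = 2) in A549. The NIPBL list of each replicate was moved along the chromosomes by 1000 random circular shifts, and the observed overlap with MED1 was higher than that of every shift in both replicates of the 3 cell lines (one-sided permutation test, p = 9.99e-04, the smallest p that 1000 shifts can give). Presence or absence of a NIPBL and of a MED1 peak was then correlated over the merged MED1, SMC1A and NIPBL peaks of a replicate, which made 34983 to 55662 regions. Pearson's r was 0.484 and 0.476 in the replicates of MCF7, 0.478 and 0.349 in HEPG2, and 0.509 and 0.484 in A549. The mean was 0.480 ± 0.00597 (SD, n = 2) in MCF7, 0.414 ± 0.0915 (SD, n = 2) in HEPG2 and 0.496 ± 0.0174 (SD, n = 2) in A549. These correlations are across regions, which are not independent replicates. Their sign depends on counting the regions that hold SMC1A without NIPBL or MED1. Over regions with NIPBL or MED1 alone r was -0.400 in MCF7, -0.362 in HEPG2 and -0.423 in A549. That follows from the construction, since no region without both is then counted. Over regions that hold both, the fold enrichments of NIPBL and MED1 had an r of 0.629 in MCF7, 0.516 in HEPG2 and 0.639 in A549. Both are ratios over a control that the 2 factors may share, and its part in this r was not tested.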

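SMC1A peaks fell into a smaller class with MED1 or NIPBL and a larger class with neither. In A549, 20.0% of the SMC1A peaks of replicate 1 and 9.11% of those of replicate 2 overlapped a MED1 or NIPBL peak of the same replicate, a mean of 14.5% ± 7.67 (SD, n = 2). The shares were 11.7% and 8.46% in HEPG2 (10.1% ± 2.31, SD, n = 2) and 3.96% and 9.48% in MCF7 (6.72% ± 3.91, SD, n = 2). In each cell line the replicate with the longer MED1 and NIPBL lists had the larger class. Of the NIPBL peaks, in turn, 50.4% ± 14.7 (SD, n = 2) overlapped SMC1A in MCF7, 64.0% ± 6.94 (SD, n = 2) in HEPG2 and 82.4% ± 7.96 (SD, n = 2) in A549. Of the MED1 peaks, 55.2% ± 8.94 (SD, n = 2) did so in MCF7, 46.9% ± 9.29 (SD, n = 2) in HEPG2 and 71.5% ± 7.20 (SD, n = 2) in A549. All of these overlaps were higher than in each of 1000 circular shifts in both replicates (one-sided permutation test, p = 9.99e-04, the smallest possible).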

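SMC1A peaks without MED1 or NIPBL carried the CTCF binding sequence more often than SMC1A peaks with either. CTCF is a DNA-binding protein at which Cohesin stops on chromatin, and its consensus CCASYAGRKGGC (S is C or G, Y is C or T, R is A or G and K is G or T) was searched on both strands within 100 bp of each SMC1A summit. Without MED1 and NIPBL, 15.5% ± 1.80 (SD, n = 2) of the SMC1A summits had the consensus in MCF7, 15.1% ± 0.844 (SD, n = 2) in HEPG2 and 15.2% ± 0.386 (SD, n = 2) in A549. With MED1 or NIPBL, the shares were 0.984% ± 0.631 (SD, n = 2) in MCF7, 2.16% ± 0.0181 (SD, n = 2) in HEPG2 and 2.47% ± 0.596 (SD, n = 2) in A549. In every cell line both replicates lay lower with the cofactors than either did without them. In windows 1000 bp from the summits, 0.0922%, 0.111% and 0.117% had the consensus in MCF7, HEPG2 and A549. CTCF ChIP-Seq was not analysed here, and a strict consensus misses part of the sites that CTCF occupies.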

Detailed examination of the ChIP-Seq density profiles confirmed the presence of Mediator, Cohesin and NIPBL at the transcription start site (TSS) and well-characterized enhancers regions of genes associated with breast, liver and lung functions (Fig. 1b). These results suggest that similar to observations made in primary cells^20^, Mediator and Cohesin co-occupy the genome at regulatory regions of actively transcribed genes in cancer cells.

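TFF1, an estrogen-induced secreted protein of breast cells, was occupied by all 3 cofactors in MCF7. Its enhancer at 21:43796111-43797001 (hg19) had a MED1 fold enrichment of 27.7 and 23.9 in the replicates, which ranked 6 and 37 in the MED1 lists, and a NIPBL fold enrichment of 27.0 and 20.1, which ranked 3 and 20. SMC1A reached 6.21 and 7.67 there, which ranked 15253 of 32891 and 25001 of 49374. At the TSS of TFF1, the fold enrichment was 15.4 and 9.54 for MED1 and 13.7 and 8.83 for NIPBL. For SMC1A it was 4.61 and 4.11, which ranked low, at 25115 of 32891 and 45701 of 49374. HEPG2 and A549 had no MED1 or NIPBL peak at TFF1. APOB, the structural protein of the lipoproteins made by liver cells, had in HEPG2 a MED1 fold enrichment of 16.0 and 15.0, with 9.46 and 9.49 for NIPBL and 19.5 and 16.5 for SMC1A, at 2:21264580-21267328. At APOB, MCF7 and A549 had SMC1A peaks, of 12.2 and 22.2 in MCF7 and 16.0 and 15.5 in A549, without MED1 or NIPBL. TGFBR2, a receptor of TGF-beta, had in A549 a MED1 fold enrichment of 13.2 and 9.52, with 16.6 and 13.7 for NIPBL and 14.2 and 14.9 for SMC1A, at 3:30638591-30639199. HEPG2 also had a co-occupied region at TGFBR2, at 3:30638350-30639505. The highest fold enrichment at TGFBR2 in HEPG2 was 17.1 and 11.6 for MED1, 8.47 and 4.58 for NIPBL, and 5.13 and 4.59 for SMC1A. MCF7 had neither MED1 nor NIPBL there. The fold enrichment is the authors' value for each peak and ranks peaks within a list, so it was not tested between cell lines.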

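The 10 co-occupied regions with the best MED1 ranks had different nearest genes in the 3 cell lines. In MCF7, 4 of the top 10 regions were nearest to GREB1, an estrogen-induced gene, and others to ESR1, to GATA3 and XBP1, transcription factors of luminal breast cells, to SLC39A6, a zinc transporter gene, and to CD180 and ATRNL1 (10:117423649-117424743). In HEPG2, they included IGFBP1, a secreted liver protein that binds insulin-like growth factors, HLF, a transcription factor of liver, NEDD4L and MRPL23. The regions nearest to MRPL23, at 11:2008678-2012647, and to NEDD4L, at 18:56074137-56078389, tied for the best mean rank in HEPG2, with a MED1 fold enrichment of 30.4 and 48.2 and of 33.2 and 26.6. The region nearest to TOMM20, at 1:235110033-235112736, was also among the top 10 in HEPG2. It overlapped a region that was co-occupied in all 3 cell lines. In A549, UGT1A1, a glucuronidation enzyme, had 50.1 and 30.6 at 2:234665158-234666101, and EDN1, which encodes endothelin, had 56.2 and 29.8 at 6:12492430-12493150. LIF (22:30602602-30603813), ALDH1A1, NEDD9 and SIK1 were also among the top 10 in A549. The genes were taken by the nearest TSS of a protein-coding gene, which need not be the gene that a region regulates. From the correlated profiles and the presence of Mediator, Cohesin and NIPBL at the TSS and enhancers in Fig. 1b, the paper proposes that Mediator and Cohesin co-occupy regulatory regions of actively transcribed genes in cancer cells.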

The mammalian genome is segmented into functional elements orchestrating transcriptional events and gene expression^32^. To extend the occupancy profiles of Mediator, Cohesin and NIPBL genome-wide, we compared the ChIP-Seq data with predicted functional elements. For MCF7 cells, histone marks were combined (**see** Supplementary Information) to define the different chromatin states while an 18-state model built using ChromHMM was available for A549 and HEPG2^32^,^33^. 

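Promoters held more MED1, NIPBL and SMC1A summits than random positions did in each cell line. In HEPG2, 16.3% and 35.8% of the MED1 summits of the replicates lay within 1 kb of the TSS of a protein-coding gene, a mean of 26.1% ± 13.8 (SD, n = 2), with 11.2% ± 4.32 (SD, n = 2) for NIPBL and 10.8% ± 4.36 (SD, n = 2) for SMC1A. In A549, the share was 21.1% ± 1.99 (SD, n = 2) for MED1 and 12.7% ± 1.17 (SD, n = 2) for SMC1A, while the NIPBL replicates stood apart at 28.2% and 8.92%. In MCF7, it was 9.55% ± 3.98 (SD, n = 2) for MED1, 7.35% ± 1.83 (SD, n = 2) for SMC1A, and 3.74% and 9.32% for the NIPBL replicates. Summits moved along the chromosomes by circular shifts lay at promoters in 2.45% to 2.84% of cases on average, and each library was above each of its 1000 shifts (one-sided permutation test, p = 9.99e-04, the smallest possible). Co-occupied regions lay mostly away from promoters. Of them, 12 of 505 (2.38%) in MCF7, 56 of 789 (7.10%) in HEPG2 and 113 of 1753 (6.45%) in A549 had their MED1 summit at a promoter, compared with 14.9%, 21.9% and 26.5% of the MED1 regions without NIPBL (Fisher's exact test on regions, odds ratio 0.139, 0.272 and 0.191, p = 2.46e-10, 1.51e-25 and 9.57e-66). With NIPBL peaks of either replicate, and without regard to SMC1A, the odds ratio of MED1 regions with against without NIPBL was 0.301, 0.243 and 0.670. MED1 regions without SMC1A lay at promoters in 9.72%, 23.2% and 27.7% of cases. Of all co-occupied regions, 59.4% in MCF7, 53.7% in HEPG2 and 52.8% in A549 were intergenic, and 36.4%, 38.1% and 39.4% were in introns. Regions are not independent replicates, and chromatin states were not analysed here.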

MED1, SMC1A and NIPBL occupied active enhancers and promoters in all three cell types (Fig. 1c,d). Lowly transcribed regions including heterochromatin and polycomb-occupied sites were not enriched. While the functional elements occupied by Mediator, Cohesin and NIPBL are similar in the three cancer cells investigated, the coordinates of these elements are different. Indeed, regions occupied by MED1, SMC1A (no CTCF) and NIPBL in MCF7 were different from those found in HEPG2 and A549 (Fig. 1e). However, regions occupied by CTCF and SMC1A (SMC1A with CTCF) were highly redundant between cell lines in accordance with previous reports^34^. 

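MED1 and NIPBL occupied different regions in MCF7, HEPG2 and A549. Of the co-occupied regions, 455 of 505 (90.1%) in MCF7, 673 of 789 (85.3%) in HEPG2 and 1612 of 1753 (92.0%) in A549 overlapped no co-occupied region of the other cell lines. MED1 alone gave 83.3%, 84.4% and 80.1%, and NIPBL alone 90.0%, 83.9% and 87.2%. Regions counted only where both replicates of a cell line held them, so peaks missed in a replicate of another cell line can add to these shares. SMC1A, with or without CTCF, was shared more widely, and 67.7% of its regions in MCF7, 55.5% in HEPG2 and 50.3% in A549 were found in both other cell lines. The Jaccard index, which is the number of shared regions over the number of regions in either library, was on average 0.285 between MED1 and NIPBL libraries of the same cell line and 0.0458 between those of different cell lines. The difference of 0.239 was set against all 8100 assignments of the cell line labels within each factor (one-sided exact permutation test, p = 7.41e-04). Treatment differed between the cell lines, so this comparison cannot tell cell line from treatment. For MED1 the mean was 0.310 within and 0.0551 between cell lines, for NIPBL 0.276 and 0.0428, and for SMC1A 0.682 and 0.481, each with p = 0.0667 by the exact permutation test, the smallest p that 2 libraries in each of 3 cell lines allow. When all libraries of a cell line with the same replicate number were exchanged together, p was also 0.0667 (exact permutation test over 15 pairings, the smallest possible).

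**Figure D1:**
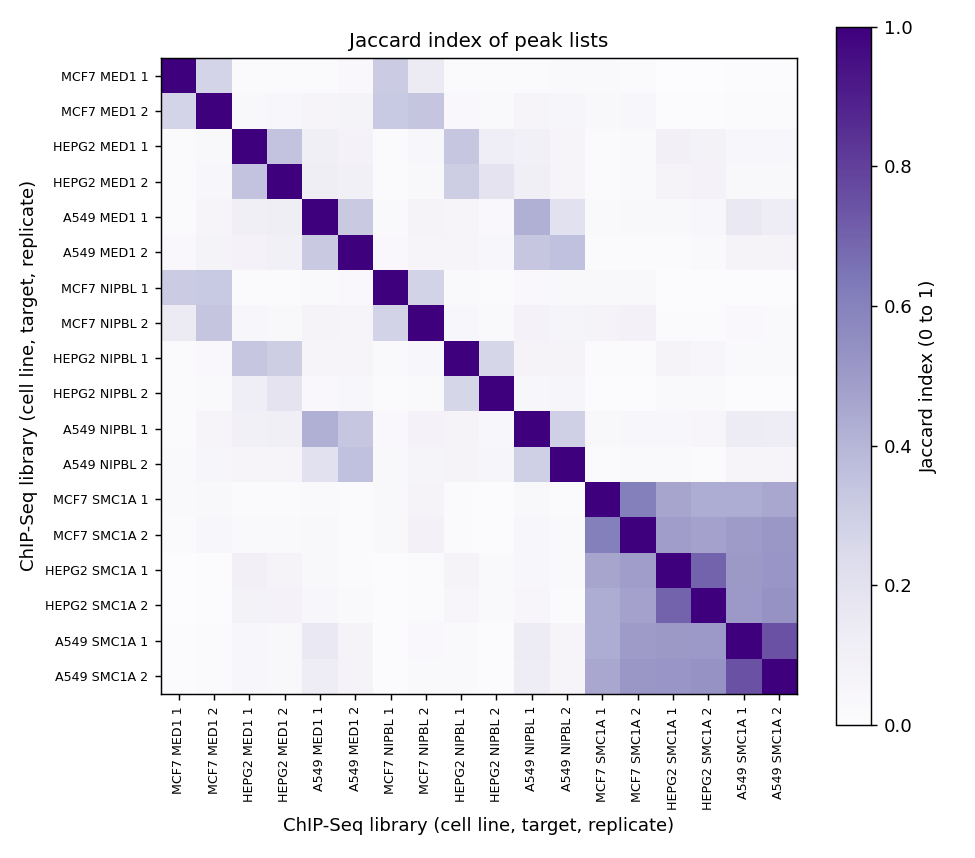
Jaccard index of each pair of libraries for MED1, NIPBL and SMC1A, by cell line and replicate. Pairs of MED1 libraries from different cell lines lie between 0.0121 and 0.111, pairs of NIPBL libraries between 0.0167 and 0.0772, and pairs of SMC1A libraries between 0.434 and 0.530.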

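SMC1A regions with the CTCF consensus were the most widely shared. Averaged over the 6 ordered pairs of cell lines, 87.3% of the SMC1A regions with the consensus were found in the other cell line (range 77.3% to 94.0%), compared with 64.6% of those with no consensus (range 53.2% to 73.1%). SMC1A regions with MED1 or NIPBL were shared at a mean of 19.2% and those without at 71.3%. In MCF7, 9.47% of the 1077 SMC1A regions with MED1 or NIPBL were found in HEPG2 and 19.7% in A549, and 75.5% and 78.7% of the 29965 others. In HEPG2, 12.6% of the 2295 with a cofactor were found in MCF7 and 31.7% in A549, and 63.1% and 77.6% of the 35489 others. In A549, 17.7% of the 3863 with a cofactor were found in MCF7 and 24.0% in HEPG2, and 60.9% and 72.2% of the 37880 others. The odds ratio was 0.0340 to 0.138 for a cofactor and 2.75 to 5.78 for the consensus over the 6 pairs, on regions that are not independent of each other. SMC1A regions with both a cofactor and the consensus were also shared: 4 of 5 in MCF7, 32 of 42 in HEPG2 and 64 of 77 in A549 were found in all cell lines, compared with 5.97%, 9.41% and 11.5% of those with a cofactor and no consensus. CTCF status rests here on the sequence alone.

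**Figure D2:**
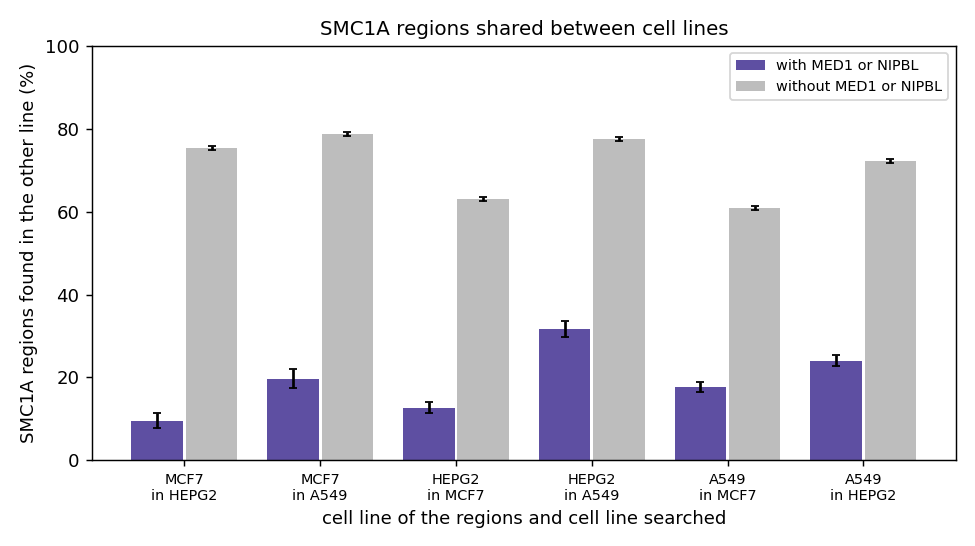
Percentage of the SMC1A regions of a cell line that overlap an SMC1A region of another cell line, for each ordered pair of cell lines, by presence of MED1 or NIPBL, with Wilson 95% intervals as error bars. Regions with MED1 or NIPBL lie at 9.47% to 31.7% and those without at 60.9% to 78.7%.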

Taken together, these results suggest a conserved function of Mediator, Cohesin and NIPBL in the control of regulatory elements throughout the genome of cancer cells.

### Proliferation of cancer cells depends on Mediator and Cohesin

As in normal cells, the gene networks controlling the identity and functions of each cancer cell is unique. To determine the nature of the genes occupied by Mediator, Cohesin and NIPBL, we investigated the associated gene networks in MCF7, HEPG2 and A549. 

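Genes of luminal breast cells and the estrogen response in MCF7, of hepatocytes in HEPG2, and of a joint list of lung epithelium and A549 in A549 were co-occupied by MED1, SMC1A and NIPBL more often than other genes. A gene was counted where a co-occupied region lay from 10 kb upstream to the end of the gene, which took in 199 of 20090 protein-coding genes in MCF7 (0.991%), 381 in HEPG2 (1.90%) and 629 in A549 (3.13%). In MCF7, 11 of 40 genes of luminal breast cells and the estrogen response had one, against 0.938% of the other genes (odds ratio 40.1, adjusted p = 4.05e-12, Fisher's exact test). They were led by GREB1, with a MED1 fold enrichment of 48.1 and 45.7 in the replicates, ESR1, TFF1 and CTSD, the protease cathepsin D, with 18.4 and 18.6 at 11:1793675-1794166. In HEPG2, 12 of 50 hepatocyte genes had one, against 1.84% (odds ratio 16.8, adjusted p = 1.91e-09, Fisher's exact test), led by AHSG, a plasma protein, with 22.5 and 13.7 at 3:186330416-186332817, APOB, NR0B2, a repressor of bile acid synthesis, with 12.9 and 12.1, and FGA, a chain of fibrinogen, with 12.1 and 9.10. In A549, 12 of 45 genes of lung epithelium and A549 had one, against 3.08% (odds ratio 11.5, adjusted p = 9.82e-08, Fisher's exact test), led by ALDH1A1, an aldehyde dehydrogenase, with 38.7 and 27.5, the aldo-keto reductases AKR1C2 with 37.0 and 26.3 and AKR1C3 with 25.1 and 18.0, and TXNRD1, a thioredoxin reductase, with 16.5 and 13.1. The breast list also passed the threshold in A549, with 5 of 40 genes, or 12.5% against 3.11% (odds ratio 4.45, adjusted p = 0.0289, Fisher's exact test). That call was lost at a stricter peak threshold, with lists of equal length and without replicate 2 of A549. Housekeeping genes had such a region in 0, 0 and 1 of 27, and genes of neurons, muscle and blood in 0, 0 and 2 of 34, in MCF7, HEPG2 and A549. The p-values were adjusted by Benjamini-Hochberg over 33 tests of 11 lists in 3 cell lines, and genes within a list are not independent replicates. The lists also hold genes that the paper names from the same data, and no test was made without them. Among these are GREB1, ESR1 and TFF1 in the breast list, APOB, HNF4A and FOXA2 in the hepatocyte list, and FOSL2 in the lung and A549 list. The counts depend on 1 library of each pair, with 21 breast genes without replicate 1 of MCF7, 30 hepatocyte genes without replicate 2 of HEPG2 and 19 lung and A549 genes without replicate 2 of A549, where the peaks of the other replicate were used alone. Without replicate 2 of A549, housekeeping genes also passed the threshold, with 8 of 27 (adjusted p = 0.0234, Fisher's exact test).

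**Figure D3:**
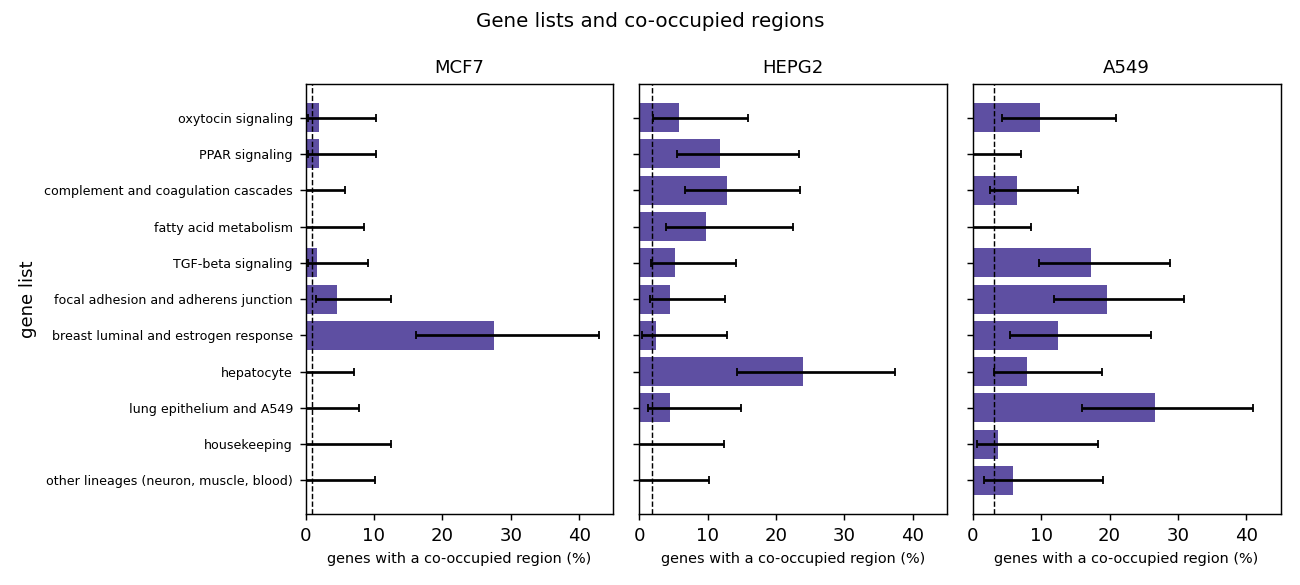
Percentage of the genes of each list with a co-occupied region in MCF7, HEPG2 and A549, for 11 lists. Error bars are Wilson 95% intervals, and the dashed line marks the average share among the genes outside a list. Many lists lie above it, and those that pass the threshold are the breast list in MCF7 and A549, the hepatocyte, PPAR, complement and coagulation and fatty acid lists in HEPG2, and the lung, focal adhesion and TGF-beta lists in A549. Of these, the breast call in A549 and the PPAR, complement and coagulation and fatty acid calls in HEPG2 were lost under some alternatives.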

KEGG pathways analyses revealed the association of MED1, SMC1A and NIPBL with genes reflecting the normal and disease functions of the tissues (Fig. 2a and Supplementary Table S1). For example, in MCF7 (breast) cells, genes implicated in the oxytocin signaling pathway were enriched. 

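Of 51 genes of oxytocin signaling, 1 had a co-occupied region in MCF7, namely MYLK, the kinase that phosphorylates myosin light chain in contraction. Its region at 3:123340768-123341015 had a MED1 fold enrichment of 5.10 and 6.20 in the replicates. The list did not pass the test against the other genes (adjusted p = 0.646, Fisher's exact test). By the nearest TSS in place of the gene window, 5 members were counted (adjusted p = 0.00593, Fisher's exact test), and without replicate 1, whose MED1 list is the shortest, 7 (adjusted p = 0.0107, Fisher's exact test).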

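Genes of complement and coagulation, PPAR signaling and fatty acid metabolism were co-occupied in HEPG2 more often than other genes. Of 62 complement and coagulation genes, 8 had a co-occupied region, or 12.9% against 1.86% of the others (odds ratio 7.81, adjusted p = 1.18e-04, Fisher's exact test). The 4 with the highest MED1 ranks were C8A, a component of the membrane attack complex, with a fold enrichment of 21.2 and 12.8 at 1:57376013-57376712, MBL2, the mannose-binding lectin, with 17.8 and 10.0, A2M, a protease inhibitor, with 15.8 and 9.32, and TFPI, an inhibitor of coagulation, with 13.4 and 9.18. Of 51 PPAR signaling genes, 6 had one, or 11.8% against 1.87% (odds ratio 6.99, adjusted p = 0.00185, Fisher's exact test). They included ACSL4, which activates long-chain fatty acids, with 22.7 and 16.9 at X:108982933-108984119, PPARG, a nuclear receptor of lipid metabolism, with 16.2 and 8.37, APOC3, an apolipoprotein, with 11.3 and 8.91, and FABP1, the fatty acid binding protein of liver, with 12.0 and 6.82 at 15 bp from its TSS. Of 41 fatty acid metabolism genes, 4 had one (odds ratio 5.64, adjusted p = 0.0289, Fisher's exact test), namely ACSL4, ACSL5, ALDH3A2 and ACSL6, and ACSL4 and ACSL5 count in both lists. The fatty acid call was lost at the stricter peak threshold, with 3 genes (adjusted p = 0.0560, Fisher's exact test), and with each replicate left out, with 4 genes without replicate 1 (adjusted p = 0.0608, Fisher's exact test) and 6 without replicate 2 (adjusted p = 0.0812, Fisher's exact test), where complement and coagulation had 15 genes and PPAR signaling 10. With MED1 and NIPBL lists cut to equal length, 2 complement and coagulation genes (adjusted p = 0.105, Fisher's exact test), 2 PPAR signaling genes (adjusted p = 0.0830, Fisher's exact test) and 1 fatty acid gene (adjusted p = 0.494, Fisher's exact test) were counted.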

For HEPG2 (liver) cells, genes associated with hepatic functions like PPAR signaling, complement and coagulation cascades as well as fatty acids metabolism were strongly enriched. In A549 (lung) cells, pathways associated with cell adhesion and TGF-beta signaling were identified. 

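In A549, 13 of 66 genes of focal adhesion and adherens junctions had a co-occupied region, or 19.7% against 3.08% of the other genes (odds ratio 7.73, adjusted p = 9.02e-07, Fisher's exact test). ITGB1, the integrin that joins cells to the matrix, had 5 such regions, the highest of them at 10:33297552-33299842 with a MED1 fold enrichment of 34.9 and 20.5 in the replicates. IGF1R, a growth factor receptor, had 21.7 and 13.7, PTPRM, a phosphatase of cell contacts, 18.8 and 11.9, and ACTN4, which cross-links actin, 11.4 and 10.3. Of 58 TGF-beta signaling genes, 10 had a co-occupied region, or 17.2% against 3.09% (odds ratio 6.53, adjusted p = 7.48e-05, Fisher's exact test). SMAD3, which carries the TGF-beta signal to the nucleus, had 5 regions, with 17.9 and 14.2 at 15:67401431-67402501. TGFB2, a ligand, had 17.1 and 10.7, the receptor BMPR1B 15.5 and 8.54, and the list also held TGFBR2. Without replicate 2, 27 adhesion genes were counted, from the longer lists of replicate 1 alone.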

Interestingly, among the direct target genes, many known oncogenes including FGFR2, MAX and PIK3R1 in MCF7, PDGFB, PPARG and HIF1A in HEPG2 and MYC, MET and EGFR in A549 were identified. These observations suggest a role of Mediator and Cohesin in the maintenance of cancer cell properties through a cell-specific network of genes.

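PPARG, HIF1A, which encodes a transcription factor of the hypoxia response, and PDGFB, a growth factor, each had 1 co-occupied region in HEPG2. That of PDGFB lay at 22:39626318-39626560 with a MED1 fold enrichment of 4.57 and 5.39, that of PPARG at 3:12450377-12450908, and that of HIF1A at 14:62181674-62182059 with 4.27 and 3.83. In A549, MYC, a transcription factor of proliferation, had 2 co-occupied regions, one of them at 8:128748137-128748828 with 5.85 and 4.56, and the growth factor receptor MET had 1 at 7:116311732-116312256 with 6.62 and 4.64. In MCF7, the receptor FGFR2 had 1 at 10:123269720-123270007 with 6.46 and 8.04. EGFR, a growth factor receptor, had none in A549, although 13 and 4 MED1 peaks, 6 and 1 NIPBL peaks and 11 and 7 SMC1A peaks of the replicates lay from 10 kb upstream to its end. MAX, the partner of MYC, had no MED1 or NIPBL peak in MCF7 but 1 and 2 SMC1A peaks, and PIK3R1, a subunit of a lipid kinase, had none of MED1 or NIPBL and 2 and 5 SMC1A peaks. The nearest co-occupied region was 15854 bp from a TSS of MAX, 399822 bp from one of PIK3R1 and 51455 bp from one of EGFR. PIK3R1 had a co-occupied region in HEPG2, at 5:67535290-67535697 with 9.25 and 4.84. With regions joined to the gene of the nearest TSS, MAX and PIK3R1 in MCF7 and EGFR in A549 each had a co-occupied region, and EGFR also had one without replicate 2. PDGFB and MET lost theirs at the stricter threshold, and FGFR2, PDGFB, PPARG, HIF1A, MYC and MET with lists of equal length.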

Whether or not cancer cells are dependent on Mediator, Cohesin and NIPBL to maintain their proliferative state is not known. Therefore, we quantified the cellular response of MCF7, HEPG2 and A549 with proliferation and soft-agar colony formation assays in MED1, SMC1A and NIPBL loss-of-function experiments. For each target, two independent shRNAs were validated for efficiency by Western blot and used in functional assays (Supplementary Fig. S1). In all three cell lines, similar results were obtained (Fig. 2b,c). Indeed, loss of MED1, SMC1A or NIPBL led to a global decrease in proliferation (Fig. 2b). During the 7-day experiment, cells were not dividing, but were maintained. To determine if these changes affected the colony formation potential of cancer cells, we used soft-agar colony formation assays. Loss of MED1, SMC1A and NIPBL reduced the colony formation potential of MCF7, HEPG2 and A549 (Fig. 2c). Indeed, all cells transduced with control shRNAs produced colonies while their number were significantly reduced with decreasing levels of MED1, SMC1A and NIPBL. Altogether, these results support a role of Mediator and Cohesin in the proliferation of cancer cells.

### Mediator and Cohesin connect with the core transcriptional regulatory circuitry of cancer cells

Cofactors are recruited to regulatory elements by transcription factors. To determine the transcription factor(s) recruiting Mediator and Cohesin, we collected publicly available ChIP-Seq datasets for transcription factors (Supplementary Table S2) and computed pairwise genome-wide relationships for each cell line. 

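By an overlap of at least 1 bp, ERa lay at nearly every MED1 and NIPBL peak in MCF7. Of the MED1 peaks, 97.5% and 90.6% overlapped an ERa peak of the same replicate, a mean of 94.1% ± 4.86 (SD, n = 2). Of the NIPBL peaks, 97.8% and 90.4% did so, a mean of 94.1% ± 5.25 (SD, n = 2). Of the SMC1A peaks, 15.0% ± 2.32 (SD, n = 2) overlapped ERa. The highest share in 1000 circular shifts was 5.53% for MED1, 5.31% for NIPBL and 1.89% for SMC1A, below both replicates in each case (one-sided permutation test, p = 9.99e-04, the smallest possible). These shares depended on the settings. Over 5 alternatives the share with ERa ranged from 42.7% to 97.5% for MED1 and from 43.5% to 98.4% for NIPBL. For SMC1A it ranged from 9.27% to 16.6%. Each alternative kept p = 9.99e-04 (one-sided permutation test). By an overlap of at least 1 bp, all 505 co-occupied regions held an ERa region (Wilson 95% interval 99.2% to 100%, for counting error only). SMC1A regions with MED1 or NIPBL held ERa in 98.2% of 1077 cases. In the opposite direction, 1.95% and 8.14% of the ERa peaks overlapped MED1. Most of these were among the 20% of ERa peaks with the highest fold enrichment, of which 9.22% and 31.3% overlapped MED1. In the weaker groups of 20%, from stronger to weaker, the share was 0.140%, 0.109%, 0.117% and 0.164% in replicate 1, and 5.03%, 1.95%, 0.943% and 1.47% in replicate 2, so it did not rise steadily with the strength of ERa. NIPBL lay at 21.9% and 46.2% of the ERa peaks in the strongest group. Other transcription factor lists were not analysed here, so no rank of ERa among them is given.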

Transcription factors were ranked based on their percentage of overlap with MED1, SMC1A and NIPBL across the genome of each cancer cell (Fig. 3a). The top 20 was selected for further filtering. Transcription factors are recruited to functional elements in *cis* through recognition of a DNA sequence but also in *trans* through protein-protein interactions^35^. To refine the list of candidates, we performed an *in silico* enrichment of the binding motifs found in the HOCOMOCO database in regions occupied by MED1, SMC1A and NIPBL. The 20 most frequent DNA motifs found in regions occupied by MED1, SMC1A and NIPBL were cross-referenced with the list of 20 co-occupying transcription factors (Fig. 3a). In each cell line, multiple transcription factors were identified. In MCF7, ERa, FOXA1, FOSL2 and JUND were found, while HNF4A, FOXA1, FOXA2 and CEBPB were identified in HEPG2 and FOSL2, FOXA1, FOXA2, JUND and ATF3 in A549. These results suggest that a combination of transcription factors is responsible for the recruitment of Mediator and Cohesin at regulatory regions.

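The binding sequences of the named transcription factors were found at the MED1 summits of co-occupied regions more often than at windows 1000 bp away. In MCF7, the estrogen response element GGTCANNNTGACC (N is any base), bound by ERa, lay within 100 bp of 31 of 505 summits (6.14%) and in 0 of 1010 control windows (adjusted p = 4.65e-15, Fisher's exact test). The forkhead consensus TRTTTAC, bound by FOXA1 and FOXA2, was present at 19.6% against 5.94% in MCF7 (adjusted p = 1.41e-14, Fisher's exact test), 28.4% against 6.65% in HEPG2 (adjusted p = 4.27e-43, Fisher's exact test) and 18.1% against 6.56% in A549 (adjusted p = 7.42e-35, Fisher's exact test). The AP-1 consensus TGASTCA, bound by FOSL2 and JUND, was present at 15.0% against 4.36% in MCF7 (adjusted p = 9.40e-12, Fisher's exact test) and at 571 of 1753 summits (32.6%) against 4.14% in A549 (adjusted p = 1.07e-166, Fisher's exact test). In HEPG2, the HNF4 consensus CAAAGTCCA had 2.92% against 0.317% (adjusted p = 2.90e-07, Fisher's exact test) and the C/EBP consensus TTRCGCAA, bound by CEBPB, 1.65% against 0.444% (adjusted p = 0.00582, Fisher's exact test). Both also passed in A549, with 0.856% against 0.228% for HNF4 (adjusted p = 0.00445, Fisher's exact test), a call lost with lists of equal length and against the reversed consensus, and 1.03% against 0.114% for C/EBP (adjusted p = 7.65e-06, Fisher's exact test), and C/EBP did not pass the test between HEPG2 and A549 (adjusted p = 0.360, Fisher's exact test). In A549, the ATF/CRE consensus TGACGTCA, bound by ATF3, had 2.17% against 0.114% (adjusted p = 5.22e-14, Fisher's exact test). Shares differed between cell lines as well: the estrogen response element was more frequent in MCF7 than in HEPG2 (adjusted p = 8.14e-13, Fisher's exact test), the forkhead consensus in HEPG2 than in A549 (adjusted p = 5.36e-08, Fisher's exact test), HNF4 in HEPG2 than in MCF7 (adjusted p = 0.00793, Fisher's exact test) and AP-1 in A549 than in HEPG2 (adjusted p = 1.17e-32, Fisher's exact test). Treatment differed between the cell lines as well, so these differences cannot be told apart from those of treatment. A consensus names a family of factors and not its member. The estrogen response element fell to 2.39% without replicate 1 of MCF7, C/EBP in HEPG2 to 1.08% without replicate 2, and the C/EBP call was lost at the stricter peak threshold (1.86%, adjusted p = 0.0540, Fisher's exact test) and at equal list length (1.44%, adjusted p = 0.982, Fisher's exact test). From the factors that both overlap MED1, SMC1A and NIPBL and have their motif there, the paper proposes that a combination of transcription factors recruits Mediator and Cohesin to regulatory regions.

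**Figure D4:**
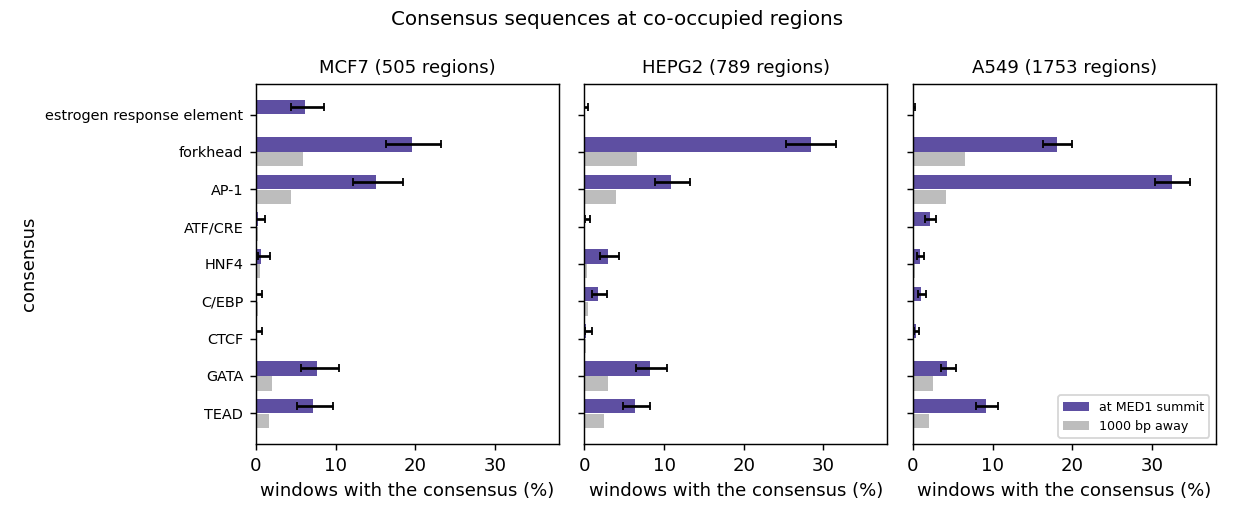
Percentage of MED1 summits of co-occupied regions with each consensus within 100 bp, with Wilson 95% intervals as error bars, beside the percentage of windows 1000 bp away (grey), for MCF7, HEPG2 and A549. The highest bar is AP-1 in A549 at 32.6%, and forkhead leads in MCF7 at 19.6% and in HEPG2 at 28.4%.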

Whether the identified transcription factors formed a core transcriptional regulatory circuitry in each cancer cell is unknown. To determine the connections between the transcription factors and their corresponding genes, we built the transcriptional network using the ChIP-Seq data for each transcription factor (Fig. 3b and Supplementary Fig. S2). Interestingly, the transcription factors were interconnected in all three cell types (Fig. 3b). In MCF7, ERa was found at the promoter of *ESR1, FOSL2, FOXA1* and *JUND*. 

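ERa peaks had their summit within 1 kb of a TSS of ESR1, FOSL2, FOXA1 and JUND in both replicates of MCF7. ESR1 had 3 and 4 such peaks in the replicates, and FOSL2, FOXA1 and JUND 1 each. At JUND, a subunit of AP-1, the ERa fold enrichment was 32.4 and 40.5. At FOXA1, a pioneer factor, it was 39.3 and 18.8. At FOSL2, another AP-1 subunit, it was 6.50 and 4.95, ranking 42278 and 35567 in the ERa lists. At the ESR1 promoter, MED1 had 1 and 2 peaks, NIPBL 0 and 1, and SMC1A 2 in each replicate.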

In return, FOSL2, FOXA1 and JUND occupied the promoter of *ESR1* (Fig. 3c and Supplementary Fig. S2). The connections for MCF7, HEPG2 and A549 are illustrated in Fig. 3b,c. These results suggest that the transcription factors underlying the recruitment of Mediator and Cohesin are part of the core transcriptional regulatory circuitry of cancer cells.

### FOXA and master transcription factors are essential to cancer cell maintenance

To prioritize candidates for functional studies, we wanted to identify the central and most important transcription factors in each network. Interestingly, many of the identified transcription factors are or are presumed to be master and pioneer transcription factors. For example, ERa and HNF4A were implicated with the core transcriptional regulatory circuitry of breast and liver cells^14^,^36^. A shared characteristic of master transcription factors is that they form positive autoregulatory loops, regulating their own gene^2^. Therefore, we identified the transcription factors occupying their own regulatory regions with Mediator, Cohesin and NIPBL. A limited number of transcription factors fulfilled that characteristic and they became our leading candidates for controlling cancer cells. These transcription factors included ERa in MCF7; HNF4A and FOXA2 in HEPG2 and FOSL2 in A549 (Fig. 3b,c). 

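ESR1, HNF4A, FOXA2 and FOSL2 each held Mediator, Cohesin and NIPBL in the named cell line. In MCF7, the region of ESR1 at 6:151978598-151980219, 32260 bp from the nearest TSS of a protein-coding transcript of the gene and within its annotated span, had a MED1 fold enrichment of 23.4 and 40.1, with 19.4 and 24.4 for NIPBL, 4.83 and 10.4 for SMC1A and 50.3 and 57.1 for ERa. In HEPG2, HNF4A, a nuclear receptor of hepatocytes, had a co-occupied region at 20:43022900-43024143 with 9.23 and 8.86 for MED1, 6.37 and 4.40 for NIPBL and 4.87 and 4.04 for SMC1A. FOXA2, a pioneer factor of liver, had 2 co-occupied regions in HEPG2, one of them 80 bp from its TSS at 20:22564769-22565233 with a MED1 fold enrichment of 5.89 and 9.09. In A549, FOSL2 had one 24 bp from its TSS at 2:28615144-28615936, with 9.20 and 6.03 for MED1 and 7.25 and 5.95 for NIPBL. FOXA1 had no co-occupied region in its window in MCF7, where 1 and 5 MED1 peaks and 1 and 3 NIPBL peaks of the replicates lay, and FOXA2 had none in A549. The nearest was 28089 bp from a TSS of FOXA1 and 154340 bp from one of FOXA2. With the nearest TSS, and with peaks of either replicate, FOXA1 had one in MCF7 and FOXA2 one in A549, as did FOXA1 without replicate 1 and FOXA2 without replicate 2, and with lists of equal length FOXA2 in HEPG2 and FOSL2 in A549 had none. The binding of HNF4A, FOXA2 and FOSL2 themselves was not analysed here.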

Since, the FOXA family of pioneer transcription factors was identified in all cell lines, FOXA1 in MCF7 and FOXA2 in A549 were also included for further characterization. It is to be noted that many of these transcription factors are associated with Mediator and Cohesin in various cell types. Indeed, ERa and HNF4A were shown to interact with Mediator^37^,^38^,^39^. In addition, ERa was co-purified with Cohesin subunits^40^. Furthermore, FOXA1 and FOXA2 were found to recruit coactivators and interact with other transcription factors at functional enhancers^35^,^41^,^42^.

If the identified transcription factors are essential to the function of Mediator, Cohesin and NIPBL, they should phenocopy each other in functional loss-of-function assays. Indeed, we have shown that Mediator and Cohesin are essential to the proliferation of the cancer cells (Fig. 2). Therefore, we used the same cell proliferation and colony formation assays with validated shRNAs targeting each identified transcription factors (Supplementary Fig. S3). In all cases, loss of the transcription factor reduced the proliferation and the colony formation potential of cancer cells (Fig. 4a,b). Indeed, lower levels of ERa and FOXA1 in MCF7, HNF4A and FOXA2 in HEPG2 and FOSL2 and FOXA2 in A549 reduced the proliferation rate (Fig. 4a) and the colony formation potential (Fig. 4b). The results demonstrate that the identified core transcriptional regulatory circuitry in each cell is essential to maintain cancer cells.

### FOXA and master transcription factors recruit Mediator and Cohesin

Integration of the ChIP-Seq results and the functional experiments suggest that Mediator and Cohesin are recruited to regulatory regions of actively transcribed genes by the core transcriptional regulatory circuitry. To functionally validate our results, we focused our analysis on MCF7 cells. Pioneer transcription factors like FOXA1 are known to bind the condensed chromatin prior to transcriptional activation^12^. On the other hand, master transcription factors like ERa tend to occupy nucleosome-free regions^12^. We entertained two models: (1) an all-or-nothing model where the presence of many transcription factors is required to stabilize large cofactors complexes like Mediator and Cohesin and (2) a sequential model where the transcription factors and cofactors are orderly recruited. To determine the best model, we proceeded with loss-of-function experiments for ERa and FOXA1 followed by ChIP of MED1 and SMC1A (Fig. 5). The same shRNA as previously described (Fig. 4 and Supplementary Fig. S3) were used. Molecularly, loss-of-function of the master transcription factor ERa and the pioneer transcription factor FOXA1 led to decreased recruitment of MED1 and SMC1A at enhancers and promoters of active genes *GREB1* (Fig. 5a and Supplementary Fig. S4) and *TTF1* (Fig. 5b and Supplementary Fig. S4). The total protein levels of the cofactors were not affected by the decreased expression of ERa and FOXA1 (Supplementary Fig. S4a). Therefore, we conclude that a combination of transcription factors is required to recruit and stabilize large protein complexes like Mediator and Cohesin to regulatory regions of actively transcribed regions.

## Discussion

While each cell presents unique biological characteristics, our results propose a shared common ground in transcriptional regulation. Indeed, Mediator, Cohesin and NIPBL occupy enhancer and promoter regions of actively transcribed genes in all primary^20^ and cancer cells (Fig. 1) tested so far. In addition, cancer cells are no exception to the simple rule stating that transcription factors provide cell specificity to the transcriptional program. Our results establish a model where a combination of FOXA and master transcription factors are part of the core transcriptional regulatory circuitry and essential to maintain the cancer cell properties (Figs 3 and 4). Regulatory regions are occupied by dozens and potentially more transcription factors in each cell^43^. Surprisingly, loss of a single transcription factor affected the recruitment of Mediator and Cohesin (Fig. 5) pointing toward a combinatorial effect in the stabilization and function of Mediator and Cohesin. This observation is corroborated by most reprogramming experiments where a combination of transcription factors is required to reach a new cell state^8^. However, we cannot exclude the possibility that the similar phenotypes observed in Mediator, Cohesin and transcription factor loss-of-function experiments (Figs 2 and 4) could be attributable to independent mechanisms including cell cycle defects. Therefore, our results suggest a non-redundant role of transcription factors at regulatory regions and postulate that FOXA and master transcription factors are required to stabilize large cofactor complexes like Mediator and Cohesin.

The identification of FOXA1 or FOXA2 as essential transcription factors in cancer cells (Figs 3 and 4) proposes the existence of a conserved role of the FOXA family in the core transcriptional regulatory circuitry. As pioneer transcription factors, FOXA1 and FOXA2 recognize their DNA motif even when the DNA is wrapped around nucleosomes^12^. This property could lead the way for master transcription factors to activate gene transcription. In hormone-dependent cancers, FOXA1 is essential to reprogram the genome-wide occupancy of the estrogen and androgen receptors and rewire the transcriptional program^44^,^45^. These observations suggest that FOXA transcription factors have the ability to direct binding of master transcription factors and to control the core transcriptional regulatory circuitry. Considering this central role of FOXA transcription factors, the successful development of specific inhibitors could lead to a new class of molecules to target cancer cells.

While key transcriptional regulators in breast adenocarcinoma (MCF7) and hepatocarcinoma (HEPG2) are known^14^,^36^,^45^, transcription factors maintaining lung adenocarcinoma (A549) are not well established. Integration of the genome-wide positioning of Mediator and Cohesin provide a valuable tool to predict key transcription factors in cell state maintenance. Indeed, our results suggest that the core transcriptional regulatory circuitry of A549 lung cancer cells is centered on FOSL2 and FOXA2 (Figs 3 and 4). Interestingly, both FOXA2 and FOSL2 are suspected to play major role in lung cancer progression. Indeed, FOSL2 is important to integrate the signaling through the TGF-beta/SMAD pathway and promote cellular migration of non-small cell lung adenocarcinomas^46^. Furthermore, decreased expression of FOXA2 following TGF-beta treatment leads to epithelial-to-mesenchymal transition^47^. Master transcription factors have been shown to determine the response to TGF-beta in various tissues through SMAD recruitment at regulatory regions^48^. One may speculate that decreased levels of FOXA2 allows the rewiring of the core transcriptional regulatory circuitry and free up FOSL2 for a role during the epithelial-to-mesenchymal transition. Therefore, the core transcriptional regulatory circuitry containing FOSL2 and FOXA2 could control the balance between maintenance of a lung epithelial *versus* mesenchymal phenotype.

The possibility of a general transcriptional mechanism centered on Mediator and Cohesin controlling the transcriptional program of normal and cancer cells raises questions regarding many human diseases. In addition to various types of cancers, genetic alterations in Mediator and Cohesin have been observed in developmental syndromes, neurological disorders and metabolic diseases^29^,^49^. For example, mutations of the cohesin subunit *STAG2* are frequent in various cancers^50^. Interestingly, evidence of aneuploidy are questioned and a transcription-dependent function is favored to explain the contribution of the Cohesin mutations toward cancer^28^,^51^. Similarly, MED12 is mutated at high frequencies in uterine leiomyomas and prostate cancers^52^,^53^. However, in uterine leiomyomas, all *MED12* mutations are found in exon 2 emphasizing alteration of a specific function of the Mediator subunit^52^. Additionally, during embryonic development, complete loss of Mediator and Cohesin are severely detrimental while missense mutations are less deleterious, but with complex tissue-specific phenotypes^29^,^49^. Taken together, these observations suggest that Mediator and Cohesin are potentially involved in a tissue-specific rather than a general transcriptional mechanism. Furthermore, the absence of genomic abnormalities in patients with Mediator and Cohesin mutations minimizes the possibility of cell cycle defects as the primary cause of these diseases. Therefore, we propose that modulation of the activity of the core transcriptional program is the central theme of many human diseases.

If transcriptional regulation is the primary cellular function of Mediator and Cohesin, their importance for other diseases is likely underestimated. Indeed, modulating the activity of regulatory regions is suspected to be an important mechanism leading to human diseases as SNPs are common in enhancer regions^24^,^25^. Variations in the sequence of an enhancer or promoter regions affect the binding affinity of the residing transcription factors^54^ which will result in differential recruitment of their associated cofactors including Mediator and Cohesin. Further experiments will demonstrate the importance of Mediator and Cohesin recruitment through FOXA and master transcription factors for many other human diseases.

## Methods

Full materials and methods are available in Supplementary Information.

### Cell Culture

MCF7 (ATCC, HTB-22) and HEPG2 (ATCC, HB-8065) were grown in DMEM (Gibco, 11965–092). A549 (ATCC, CCL-185) were grown in F12K medium (Gibco, 21127022). Culture medium were supplemented with 10% fetal bovine serum (Invitrogen, qualified 12483020), 100 μM MEM nonessential amino acids (Cellgro, 25–0250), 2 mM L-glutamine (Gibco, 25030–081), 100 U/ml penicillin, 100 μg/ml streptomycin (Gibco, 15170–063).

For ChIP experiments, MCF7 were kept the last 3 days into DMEM w/o phenol-red (Gibco, 31053–028) supplemented with 5% of Charcoal/Dextran treated FBS (Hyclone, AVH78911), 100 μM MEM nonessential amino acids (Cellgro, 25–0250), 2 mM L-glutamine (Gibco, 25030–081) and treated with 100 nM of Beta-Estradiol (SIGMA, E8875) for two hours.

### Chromatin Immunoprecipitation

ChIP-Seq were performed in biological duplicates as previously described^20^,^55^. Briefly, cells were crosslinked with 1% formaldehyde. Sonicated DNA fragments were immunoprecipitated with antibodies directed against MED1 (Bethyl Laboratories, A300-793A), SMC1A (Bethyl Laboratories, A300-055A), NIPBL, (Bethyl Laboratories, A301-779A) and ERa (Santa Cruz, sc-543x). ChIP-seq libraries and DNA sequencing were performed by the McGill University and Génome Québec Innovation Centre.

For single gene analysis, primers were designed in the predicted enhancers and promoters regions of *TFF1* and *GREB1* loci. For the *TFF1* locus, primers GAGATGATGCCACCGTACAC & CCCTCACTCACTTTGAAGCA were used for enhancer 1 (E1), ATCCAGTCCAGGAAGGAGGT & GTCAAGAGAGGAGGCTGTGG for enhancer 2 (E2) and CCGAGTCAGGGATGAGAGG & GGCCTCCTTAGGCAAATGTT for the TSS. For the *GREB1* locus, primers GAGCTGACCTTGTGGTAGGC & CAGGGGCTGACAACTGAAAT were used for enhancer 1 (E1), GGGATATGGCTTGTCCATTGT & CATGACACCAGGACCGTAAAG for enhancer 2 (E2) and ACCCAGCAAAACACTTCAGG & ATTCAGCAGTAGCCCTTCCA for the TSS. Two negative control regions (ATGTCAGGCCCATGAACGAT & GCATTCATGGAGTCCAGGCTTT and AGGACCTGCAGCAAACAGAA & TGTCTACATGGGCTAGTGTGCT) were used to calculate fold enrichments.

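The primer pairs were matched to hg19. For TFF1, enhancer 1 lies at 21:43796702-43796813 and enhancer 2 at 21:43795841-43795952, both inside the neighbouring gene TMPRSS3 and overlapping an exon of it, and the TSS amplicon at 21:43786632-43786726 lies in an exon of TFF1. For GREB1, enhancer 1 lies at 2:11638876-11638986, enhancer 2 at 2:11672922-11673033 and the TSS amplicon at 2:11679813-11679922, all in introns of annotated GREB1 transcripts. The amplicons are 95 to 112 bp long. The negative control regions lie at 8:24733042-24733122 and 7:90880567-90880647, are 81 bp long and intergenic, and held no peak in any of the 20 libraries. In the untransduced MCF7 profiled by ChIP-Seq, MED1 had a fold enrichment of 40.4 and 37.8 at enhancer 1 of GREB1 and 42.0 and 44.8 at enhancer 2, and the peak at the TSS ranked 1 and 3 in the MED1 lists. NIPBL had 20.6 and 19.0 at enhancer 1, peaks that ended beside the amplicon of enhancer 2 without overlapping it, and 22.1 and 19.8 at the TSS of GREB1. SMC1A had 5.60 and 7.61 at enhancer 1, 8.28 in replicate 2 at enhancer 2, where the replicate 1 peak of 5.41 at 2:11672503-11672834 ended beside the amplicon, and 8.06 and 10.5 at the TSS. ERa had 50.6 and 62.1, 72.5 and 83.2, and 76.7 and 82.6 at the 3 amplicons in the same order. Enhancer 2 of TFF1 had weaker MED1 peaks of 5.62 and 3.76, a NIPBL peak of 4.01 in replicate 1 alone, no SMC1A peak, and ERa peaks of 34.7 and 16.3.

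**Figure D5:**
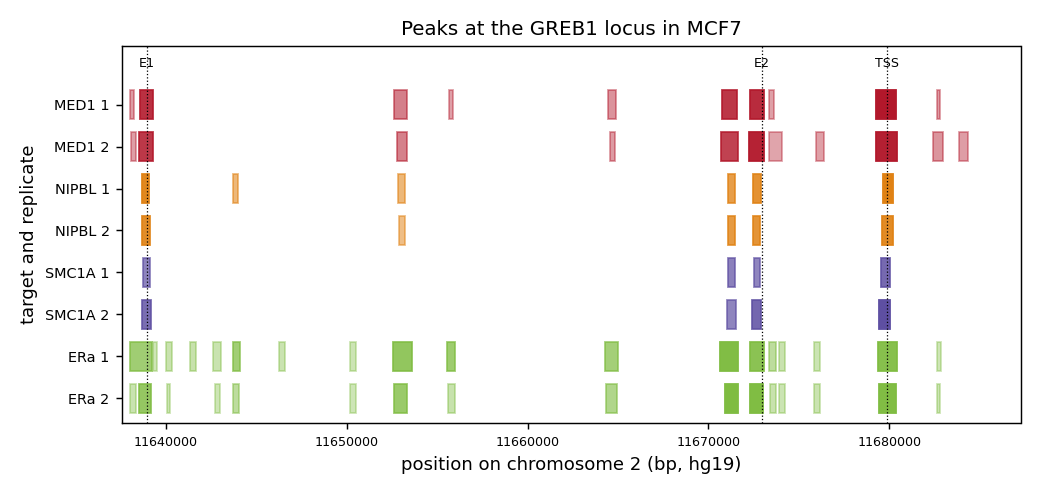
Peaks of ERa, MED1, NIPBL and SMC1A along the GREB1 locus (hg19, chromosome 2) in each replicate of MCF7, drawn to their width and darker where the fold enrichment is higher within a target, with dotted lines at the enhancer 1 (E1), enhancer 2 (E2) and TSS amplicons. MED1 peaks of both replicates lie at all 3 amplicons, and NIPBL peaks lie at E1 and the TSS and beside E2.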

### Bioinformatic analyses

All ChIP-Seq reads (Supplementary Table S2) were aligned to the hg19 build of the human genome using the ChIP-Seq pipeline developed at McGill University and Génome Québec Innovation Centre (https://bitbucket.org/mugqic/mugqic_pipelinest). BigWig files were generated using Samtools 1.2^56^, bedtools 2.17.0^57^ and wigToBigWig (developed by the ENCODE team) with normalized count in millions of reads and a smoothing parameter of 225bp. Enriched regions were annotated using the UCSC database R package TxDb.Hsapiens.UCSC.hg19. KEGG pathways enrichments were assessed by hypergeometric tests. *In silico* motif searches were performed with the HOCOMOCO database using the PWMEnrich package. For overlaps with chromatin states and between ChIP-Seq datasets, the GenomicRanges R package was used.

### Lentiviral shRNAs

Plasmid catalog numbers and shRNA sequences are provided in Supplementary Table S3. Lentiviruses were produced as previously described^58^. Cells were transduced with the lentiviruses for 24 h before puromycin selection for the indicated time. Validation of efficiency were performed by Western blot (Supplementary Figs 1 and 3) using MED1 (Bethyl A300-793A, 1:5000), SMC1A (Bethyl, A300-055A, 1:5000), NIPBL, (Bethyl, A301-779A, 1:1000), ERa (Santa Cruz, sc-543x, 1:5000), FOXA1 (Santa Cruz, sc-101058 1:1000), FOXA2 (Abnova, 89-019-034, 1:1000), HNF4a (Santa Cruz, sc-8987x, 1:1000), FOSL2 (Santa Cruz, sc-604x, 1:1000), GAPDH (Pierce, PIMA515738, 1:25000) and Vinculin (SIGMA, V9131, 1:50000).

### Proliferation and colony formation assays

For proliferation and soft agar colony formation assays, cells were transduced with two shRNA per target with the exception of FOSL2 for which only one shRNA was efficiently knocking down all isoforms (Supplementary Fig. S3). Briefly, cells infected with lentiviral particles were selected for 24 hours prior to seeding. For proliferation assays, cell counts were measured using the Cytation 5 cell Imaging Multi-Mode Reader (BioTek Instruments) or the xCELLigence Real-Time Cell Analyzer (RTCA) instrument (ESBE Scientific and ACEA Biosciences) up to 8 days following seeding. Soft agar colony formation assays were performed as previously described^59^. Cells were maintained for 13 days (A549 and HEPG2) or 28 days (MCF7). Colonies were quantified using the ImageJ 1.46r software (NIH).

## Additional Information

**Accession codes**: The data sets supporting the results of this article are available in the NCBI’s Gene Expression Omnibus repository and are accessible through GEO Series accession number GSE76893 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qrspsmoohdytnct&acc=GSE76893.

**How to cite this article**: Fournier, M. *et al*. FOXA and master transcription factors recruit Mediator and Cohesin to the core transcriptional regulatory circuitry of cancer cells. *Sci. Rep.* **6**, 34962; doi: 10.1038/srep34962 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
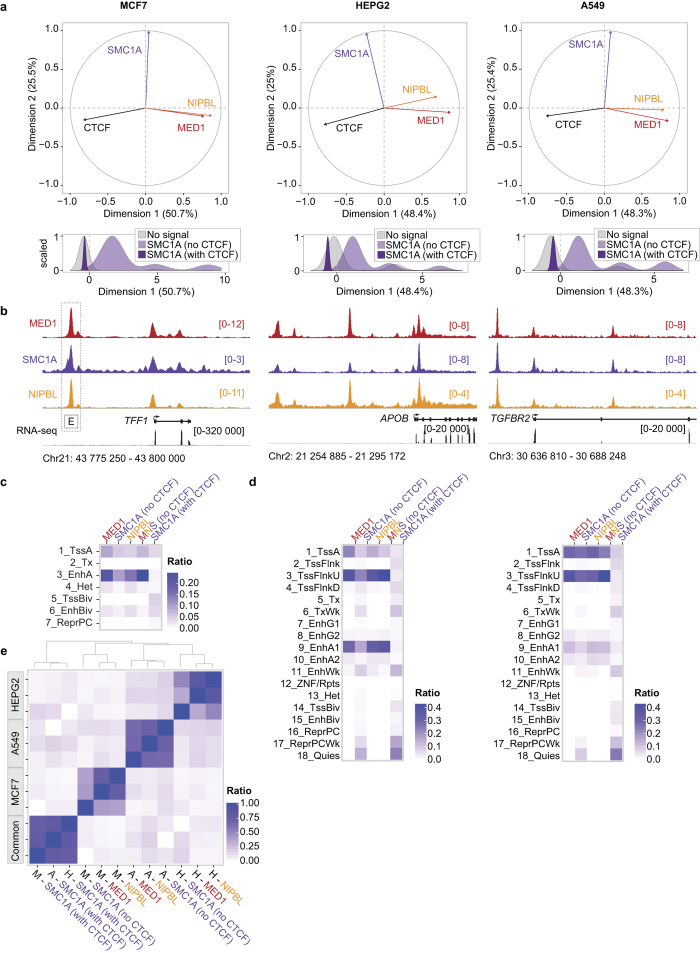
Mediator, Cohesin and NIPBL co-localize at regulatory regions of actively transcribed genes in cancer cells. **(a)** Principal component analysis (PCA) of the distribution of MED1-, SMC1A-, NIPBL- and CTCF-occupied regions. Top – PCA variable factor map of the MED1, SMC1A, NIPBL and CTCF variables on the first two components showing a positive correlation between NIPBL and MED1. In addition, dimension 1 captures the negative correlation between the transcription factor CTCF and MED1/NIPBL-occupied regions. Bottom – Density plot of the genomic region coordinates on the dimension 1 showing a split distribution of SMC1A. SMC1A is associated with CTCF (negative values) or MED1 and NIPBL (positive values). The y axes are normalized to 1 while the x axes represent arbitrary units. **(b)** Occupancy profiles of Mediator (MED1), Cohesin (SMC1A) and NIPBL showing colocalization at regulatory regions. The *TFF1, APOP* and *TGFBR2* loci are displayed for MCF7, HEPG2 and A549 respectively. The characterized enhancer region of *TFF1* (box labeled E) is indicated^60^. The scales of ChIP-Seq and RNA-Seq profiles are displayed in reads per million. **(c)** Overlaps between MED1, SMC1A (no CTCF), SMC1A (with CTCF), the regions co-occupied by MED1-SMC1A-NIPBL and the functional annotation of the MCF7 genome (see Supplementary Information). MED1, SMC1A (no CTCF) and NIPBL occupy active TSS (1_TssA) and active enhancers (3_EnhA), but not inactive regions. The color scale indicates the ratio of overlap. **(d)** Overlaps between MED1, SMC1A (no CTCF), SMC1A (with CTCF), the regions co-occupied by MED1-SMC1A-NIPBL and the functional annotation of the HEPG2 (left) and A549 (right) genomes using the ChromHMM 18-state model^32^,^33^. MED1, SMC1A (no CTCF) and NIPBL occupy active promoters (1_TssA and 3_TssFlnkU) and active enhancer regions (8_EnhG2, 9_EnhA1 and 10_Enh_A2), but not inactive regions in both HEPG2 and A549 cells (see Supplementary Information for abbreviations). The color scales indicate the ratio of overlap. **(e)** Heat map showing the colocalization frequencies of MED1, SMC1A and NIPBL enriched regions in MCF7, HEPG2 and A549 cells. The color scale reflects the colocalization of each pair of regulators. Regulators were clustered along both axes based on the similarity in their correlation with each other.

**Figure 2:**
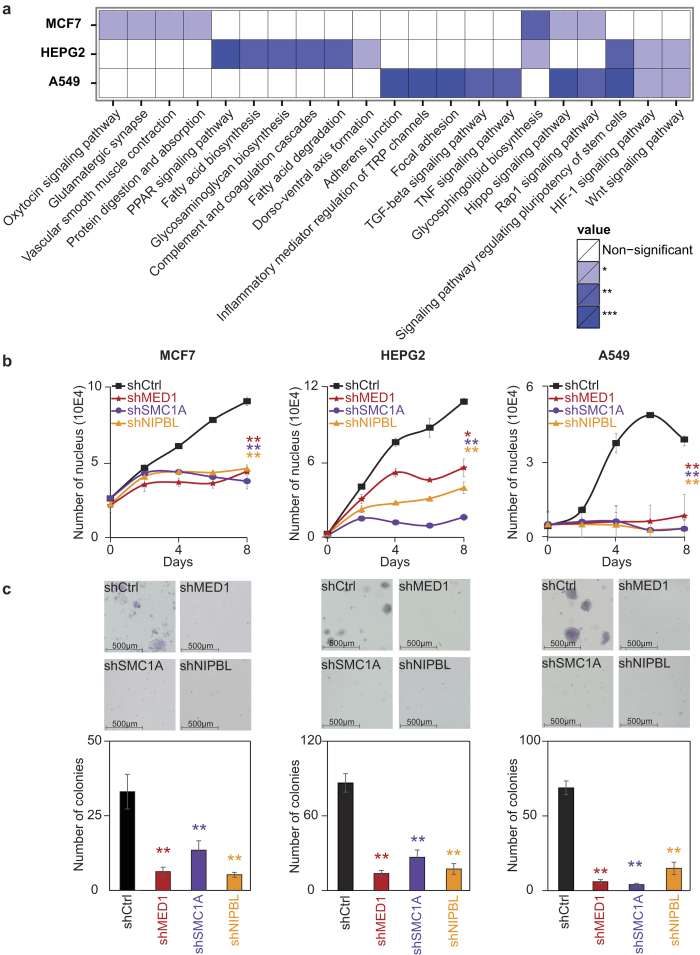
Mediator, Cohesin and NIPBL are essential for maintenance of cancer cells properties. **(a)** Heat map representation of KEGG pathways enriched for genes occupied by MED1, SMC1A and NIPBL in MCF7, HEPG2 and A549 cells (Fisher’s exact test, *p < 0.05, **p < 0.01, ***p < 0.001). **(b)** Growth curve of MCF7, HEPG2 and A549 following decreased expression of MED1, SMC1A and NIPBL showing a global negative effect on cell growth. Each line represents the average of a minimum of two biological replicates for two independent shRNA constructs. The p-values were calculated by comparing with the shRNA controls at day 8 (paired t-test, *p < 0.05 and **p < 0.01). **(c)** Soft agar colony formation assays with decreased levels of MED1, SMC1A and NIPBL showing a loss of colony formation potential. Colonies were quantified with the ImageJ software using 4 images per well. The bar graph represents the average of a minimum of two biological replicates for two independent shRNA constructs. The p-values were calculated by comparing with the shRNA controls (paired t-test, *p < 0.05 and **p < 0.01).

**Figure 3:**
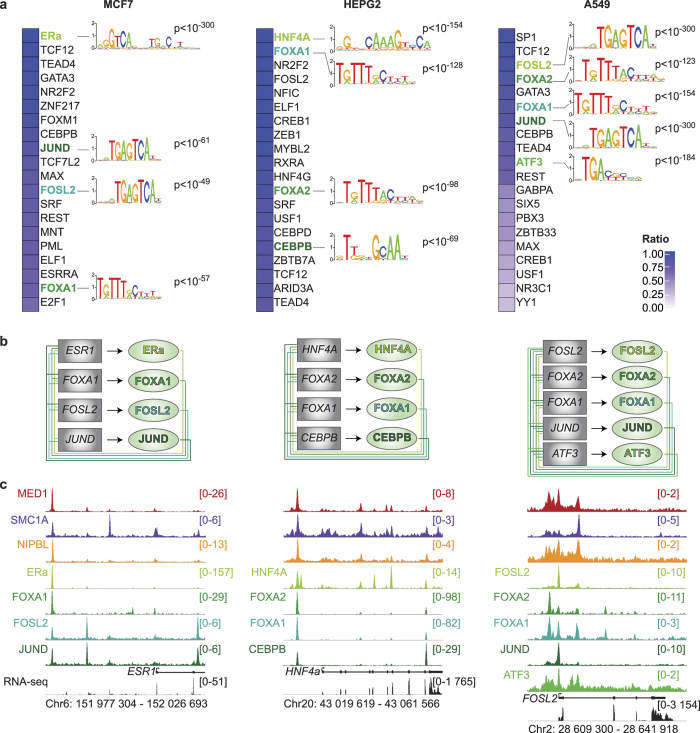
The core circuitry of cancer cells connect with Mediator and Cohesin. **(a)** Percentage of overlapping regions occupied by MED1, SMC1A and NIPBL with transcription factors. The best 20 overlaps with transcription factors for each cell type are presented. The color scale indicates the percentage of overlap. The DNA binding motif logos found in the regions occupied by MED1, SMC1A and NIPBL are indicated next to their associated transcription factor. The motifs were found in the top 20 of the most enriched position-weight matrices. The associated p-values are indicated. **(b)** Core transcriptional regulatory circuitry of MCF7, HEPG2 and A549 cells. The transcription factors identified in (**a**) are interconnected. The box represents the transcription factor gene loci while the oval represents the protein identified in (**a**). Each line represents the interaction of a transcription factor with the indicated gene loci (−10 kb to the end of the gene). **(c)** Occupancy profiles of Mediator (MED1), Cohesin (SMC1A) and NIPBL in addition to the core transcription factors identified in (**a**) showing colocalization. The *ESR1, HNF4A* and *FOSL2* loci are displayed for MCF7, HEPG2 and A549 respectively. The scales of ChIP-Seq profiles are displayed in reads per million.

**Figure 4:**
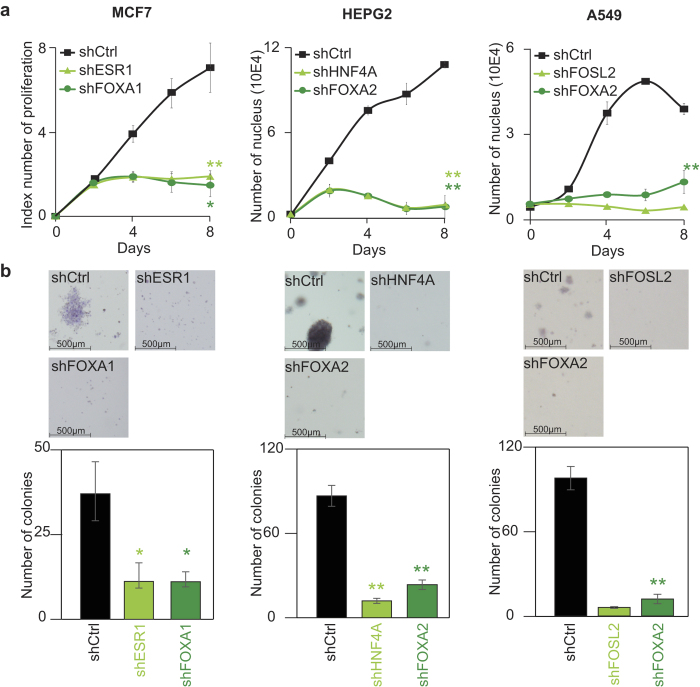
Depletion of the core transcription factors phenocopies the loss of Mediator and Cohesin. **(a)** Growth curve of MCF7, HEPG2 and A549 following decreased expression of ERa and FOXA1 in MCF7, HNF4A and FOXA2 in HEPG2 and FOLS2 and FOXA2 in A549. The results show a global negative effect on cell growth. Each line represents the average of a minimum of two biological replicates for two independent shRNA constructs with the exception of FOSL2 where one shRNA construct was used. The p-values were calculated by comparing with the shRNA controls at day 8 (paired t-test, *p < 0.05 and **p < 0.01). **(b)** Soft agar colony formation assays showing a loss of colony formation potential with decreased expression of core transcription factors. Colonies were quantified with the ImageJ software using 4 images per well. The bar graph represents the average of a minimum of two biological replicates for two independent shRNA constructs with the exception of FOSL2 where one shRNA construct was used. The p-values were calculated by comparing with the shRNA controls (paired t-test, *p < 0.05 and **p < 0.01).

**Figure 5:**
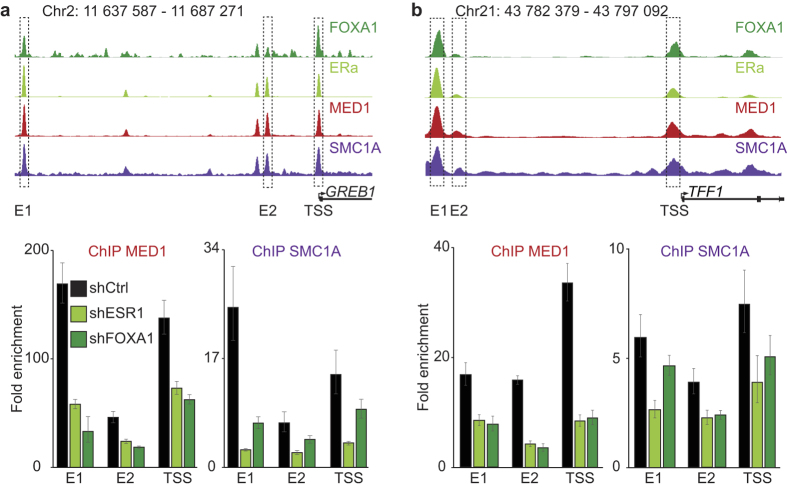
FOXA and master transcription factors are essential to recruit Mediator and Cohesin. Depletion of either the master transcription factor ERa or the pioneer transcription factor FOXA1 in MCF7 cells decreases MED1 and SMC1 recruitment at regulatory elements of the *TFF1* and *GREB1* genes in MCF7. Amplified enhancer (E1 and E2) and TSS regions are indicated by boxes. Enrichment fold were calculated relative to control regions without MED1 or SMC1 signal. The bar graphs display the enrichment fold of a representative experiment. Error bars show the standard error of the mean for technical qPCR triplicates.

How the deposited data were processed for this re-analysis (not part of the article)

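MED1, SMC1A and NIPBL were measured by ChIP-Seq in MCF7, HEPG2 and A549 and ERa in MCF7, with 2 biological replicates of each, which makes 20 libraries. The authors trimmed and aligned the reads to hg19 and called peaks in each replicate. Trimmomatic 0.33, BWA 0.7.12 and MACS2 2.1.0 are named in the submitters' processing notes, and the paper states the hg19 build. The names of the peaks carry a tag that may stand for both whole-cell extracts of a cell line as the control, which no other source used here states. The authors deposited for each peak its start and end, its summit, a fold enrichment over the control, which is a ratio, and the -log10 of its p-value and of its q-value. All peaks had a q-value under 0.05 as deposited. These values are the peaks' own and were used to describe, rank or filter peaks within a list. They were set against each other between libraries only where the fold enrichments of NIPBL and MED1 were correlated. Read depth per library was not given in the sources used here, so no interval that needs it is given, and the length of a list stands in its place as a limit on what could be detected.

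Replicate numbers and cell lines were taken from the sample labels. The labels give the same passage to the libraries of a cell line that share a number, with passages 9 and 8 in replicates 1 and 2 of A549, 7 in replicate 2 of HEPG2 and 11 in replicate 2 of MCF7. Whether libraries with the same number pair was checked by the correlation of the replicate differences between factors within each cell line, which ranged from 0.0136 to 0.239 over 9 pairs of factors. The numbers pair libraries here because they mark the same cell line and, where given, the same passage, and the fit with the number as a block is given beside the comparison between cell lines.

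Peaks on chromosomes 1 to 22 and X were kept. Peaks were shared when they overlapped by at least 1 bp. A region of a factor in a cell line is the merged span of overlapping peaks of both replicates, and a co-occupied region is a MED1 region that overlaps an SMC1A and a NIPBL region. Overlaps were tested per replicate against 1000 circular shifts of one list along each chromosome (one-sided permutation test). The correlation of NIPBL and MED1 was computed on presence and absence of peaks over the merged peaks of the 3 cofactors. Cell lines were compared by the Jaccard index with an exact permutation test of the cell line labels within each factor. SMC1A classes, gene lists and consensus sequences were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 33 tests of 11 gene lists in 3 cell lines and over 27 tests of 9 consensus sequences. Regions and genes are not independent replicates, so these tests describe the regions of the deposited lists and not the spread between cultures.

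Genes and transcription start sites came from GENCODE release 44 lifted to GRCh37, the same build as hg19, with 20090 protein-coding genes and 78530 TSS positions of their protein-coding transcripts, while the paper used the UCSC annotation. A gene had a co-occupied region when one lay from 10 kb upstream to its end. A summit was at a promoter when it lay within 1 kb of a TSS. A consensus was searched on both strands within 100 bp of a summit and, as the control, in windows of the same width centred 1000 bp away on both sides. The gene lists were oxytocin signaling, PPAR signaling, complement and coagulation cascades, fatty acid metabolism, TGF-beta signaling, focal adhesion and adherens junctions, luminal breast and estrogen response, hepatocyte, lung epithelium and A549, housekeeping, and other lineages (neuron, muscle and blood). They were written from general knowledge of the pathways and are not the KEGG lists. Some of their genes, such as TFF1, APOB, TGFBR2, PPARG, MYC and MET, are named by the paper from the same data, and no list was tested without them. Of their 493 symbols, 492 were matched to the annotation. The genes named in the text are those the paper names, the genes nearest to the 10 co-occupied regions with the best mean rank of MED1 fold enrichment in each cell line, and the 4 members of each list with the best ranked co-occupied region in each cell line. Outside this rule, the genes nearest to the co-occupied regions of MCF7 found in both other cell lines, and CCND1 in the breast list of A549, were named after their values were seen, and TMPRSS3 is named for the place of the TFF1 enhancers.

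The overlap test, the comparison of cell lines, the consensus search, the gene list test and the promoter share were tested on simulated data with known answers, and the correlation and the odds ratios were not. In 5000 simulated regions a planted overlap of 29.5% was recovered as 29.6%, and 4.5% of 200 pairs of unrelated lists of 4000 regions had p at or under 0.05. The unrelated lists were placed uniformly at random, with wider regions and fewer shifts than the deposited lists. They do not show how the test behaves for peaks that cluster. A planted difference of the Jaccard index of 0.226 was recovered as 0.227 in 3000 regions. In a gene list of 50 genes, 10 planted members were recovered as 10. A planted promoter share of 30% was recovered as 31.8% in 5000 regions.

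The alternatives were a stricter peak threshold (-log10 q of at least 5), MED1 and NIPBL lists of equal length (1321 peaks) with SMC1A lists of equal length (32891 peaks), each replicate left out, an overlap of at least 50% of both regions, peaks of either replicate, the replicate block, the overlap coefficient, fold enrichment in place of presence, regions with MED1 or NIPBL only, the nearest TSS, 10000 random gene lists matched on gene length, a promoter of 2.5 kb, the reversed consensus as control, and MED1 and NIPBL together as the cofactor class. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pyfaidx 0.9.0.4, statsmodels 0.14.6 and matplotlib 3.10.9 were used. CTCF and other transcription factor ChIP-Seq, chromatin states, the RNA-Seq data and the loss-of-function assays were not analysed here.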

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

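The test of AP-1 sites was chosen after the TEAD shares had been seen, and the consensus sequences and the reversed-consensus control before.

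The TEAD consensus ACATTCCW (W is A or T), for a family of transcription factors that the paper lists among the overlaps in Fig. 3a but does not name among its motifs, was present at 7.13% of the MED1 summits of co-occupied regions in MCF7, 6.34% in HEPG2 and 9.24% in A549, against 1.58%, 2.47% and 2.00% of windows 1000 bp away (adjusted p = 2.24e-07, 1.62e-05 and 2.90e-30, Fisher's exact test). Base composition of the windows is argued against, since the TEAD share was at least 6 times that of the reversed consensus in each cell line. The reversed consensus, at 1.19%, 1.01% and 0.799% of the summits, was however rarer than TEAD in the windows 1000 bp away. That ratio therefore overstates the enrichment, and the ratio to those windows was 4.5 in MCF7, 2.56 in HEPG2 and 4.63 in A549. AP-1 sites in the same windows are argued against as well, since among summits without an AP-1 consensus the TEAD share was at least 3 times that of the windows 1000 bp away. In HEPG2 the call was lost with lists of equal length (3.35% against 2.39%, adjusted p = 0.904, Fisher's exact test, where the adjusted p over all alternatives ranged from 1.03e-13 to 0.904). That TEAD factors may bind at regions of Mediator and Cohesin in these cell lines is a hypothesis, and which member of the family binds was not tested.

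The GATA consensus AGATAASR was present at 7.72% of the summits in MCF7 against 1.98% (adjusted p = 5.74e-07, Fisher's exact test) and at 8.24% in HEPG2 against 2.92% (adjusted p = 6.78e-08, Fisher's exact test), and it passed in A549 as well, at 4.34% against 2.57% (adjusted p = 0.00131, Fisher's exact test). The paper reports no GATA motif, although GATA3 stands among the overlaps of MCF7 in Fig. 3a. The AP-1 consensus was present at 10.9% in HEPG2 against 3.99% (adjusted p = 1.30e-09, Fisher's exact test), where the paper names no AP-1 subunit among the factors with a motif.

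NIPBL and MED1 lists differed in their relative length between cell lines. MCF7 had 2.1 NIPBL peaks per MED1 peak on average (2.37 and 1.84 in the replicates), HEPG2 0.33 (0.421 and 0.238) and A549 0.730 (0.743 and 0.717). NIPBL peaks outnumbered MED1 peaks in both replicates of MCF7 and were fewer in both replicates of HEPG2 and A549, and this difference was not tested.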

How the results depend on the processing

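No alternative here was chosen after the results were seen: the alternatives, gene lists and consensus sequences were set before the data were examined. Of 507 values under an alternative, 455 kept their side of the threshold or stayed close to the reported count. Of the others, 17 lost the threshold in the same direction and 18 passed it in the same direction. A further 14 counts of regions or of lists past the threshold moved by over 1.5 times, and 3 values past the threshold reversed. Counts of genes within a list were judged by their test alone, so those that moved by over 1.5 times can be among the 455. Where the threshold was missed both as reported and under the alternative, direction was not checked, and such values are among the 455 too. The 3 reversed values are the correlations of NIPBL and MED1 over regions with either of them alone. They were -0.400 in MCF7, -0.362 in HEPG2 and -0.423 in A549, which follows from the construction since regions with neither are left out. At the stricter threshold, fatty acid metabolism in HEPG2 had 3 genes (Fisher's exact test, adjusted p = 0.0560, over its alternatives 0.0022 to 0.494) and C/EBP in HEPG2 1.86% (adjusted p = 0.0540, over its alternatives 8.02e-06 to 0.982). At equal list length in HEPG2, PPAR signaling had 2 genes, complement and coagulation 2 and fatty acid metabolism 1, 1 list passed the threshold in place of 4, and C/EBP had 1.44%. Fewer regions are left by both settings. By the nearest TSS, oxytocin signaling in MCF7 had 5 genes, and 3 lists passed the threshold in MCF7 and 7 in HEPG2, and the cause was not tested. With peaks of either replicate there were 4068 MED1, 7982 NIPBL, 51144 SMC1A and 2225 co-occupied regions in MCF7, 14144 MED1, 5373 NIPBL and 3164 co-occupied in HEPG2, and 12762 MED1, 9679 NIPBL and 5878 co-occupied in A549. With each replicate left out in turn, oxytocin signaling in MCF7 had 2 to 7 genes, fatty acid metabolism in HEPG2 4 to 6, lists past the threshold in MCF7 1 to 3, and the difference of the Jaccard index between cell lines was 0.236 to 0.314 (exact permutation test, p = 0.167, the smallest that 1 library per factor and cell line allows). With the replicate number as a block, the difference of the Jaccard index was 0.239 (exact permutation test, p = 0.0667, the smallest possible), and no other comparison takes a block. Within each cell line the longer list of a pair of replicates held more peaks not found in the other, so list length limits which regions could be found.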

Differences from the paper's values

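No test here was chosen after the result was seen. The paper gives its values for distribution profiles, and its main text does not state the measure that was correlated. Those computed here are correlations of presence and absence of peaks, so the measures may differ. The set of regions may differ as well. The legend of the paper's principal component analysis names CTCF-occupied regions beside those of MED1, SMC1A and NIPBL, and no CTCF regions were counted here. For MCF7 the paper's R of NIPBL and MED1 is 0.53 and the value computed here is 0.480. None of the alternatives set before the data were examined falls within the replicate spread of the paper's value, with 0.491 at the stricter threshold, 0.555 at equal list length, 0.476 without replicate 1, 0.484 without replicate 2, 0.441 with an overlap of 50% of both regions, 0.629 with fold enrichment, 0.629 with fold enrichment at shared regions, and -0.400 over regions with either factor. For A549 the paper's R is 0.53 and the value computed here is 0.496. With lists of equal length it is 0.559, within the replicate spread of the paper's value, while it is not with the stricter threshold (0.510), without replicate 1 (0.484), without replicate 2 (0.509), with an overlap of 50% of both regions (0.393), with fold enrichment (0.659 with absent peaks as 0 and 0.639 at shared regions) or over regions with either factor (-0.423).

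The paper states that oxytocin signaling genes are enriched in MCF7. Here 1 of 51 such genes had a co-occupied region (adjusted p = 0.646, Fisher's exact test). By the nearest TSS the list passed the threshold with 5 genes (adjusted p = 0.00593, Fisher's exact test), and without replicate 1 of MCF7 with 7 (adjusted p = 0.0107, Fisher's exact test), and over all alternatives the adjusted p ranged from 0.00593 to 1. The list is not the KEGG list that the paper tested, and the rule by which the paper joined regions to genes in that test may be in its Supplementary Information, which was not read here.

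The paper names MAX and PIK3R1 in MCF7 and EGFR in A549 among the direct targets, and here none of the 3 had a co-occupied region from 10 kb upstream to its end, while the other 6 of the 9 named oncogenes had one. With regions joined to the gene of the nearest TSS, all 9 had a co-occupied region, MAX, PIK3R1 and EGFR included, and EGFR had one without replicate 2 of A549 and with peaks of either replicate. MAX and PIK3R1 had none at the stricter threshold, with lists of equal length, with either replicate left out or with peaks of either replicate, and EGFR none at the stricter threshold, with lists of equal length or without replicate 1. At the stricter threshold PDGFB and MET had none either, and with lists of equal length none of the 9 had one. The nearest co-occupied region was 399822 bp from a TSS of PIK3R1 in MCF7.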

Other observations

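The tests of list length in the HEPG2 replicates and the split by cell line of the test with NIPBL peaks of either replicate were chosen after the values were seen.

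The list of luminal breast cells also passed the threshold in A549. There, 5 of 40 genes of luminal breast cells and the estrogen response had a co-occupied region (odds ratio 4.45, adjusted p = 0.0289, Fisher's exact test), namely the keratins KRT8 and KRT18, the potassium channel KCNK5, the retinoic acid receptor RARA and the cyclin CCND1, which are not restricted to breast. CCND1 was named in this list after its values were seen. By the same test, Fisher's exact test, this call was lost at the stricter threshold (3 genes, adjusted p = 0.228), at equal list length (1 gene, adjusted p = 0.674) and without replicate 2 (10 genes, adjusted p = 0.0514), over a range of adjusted p from 1.07e-05 to 0.674. Oxytocin signaling had 5 of 51 genes in A549 (adjusted p = 0.0702, Fisher's exact test) and 3 of 51 in HEPG2 (adjusted p = 0.184, Fisher's exact test). Without replicate 2 these counts were 17 in A549 and 12 in HEPG2, both past the threshold (adjusted p = 1.56e-04 and 1.76e-04, Fisher's exact test). Focal adhesion genes had 3 of 66 in MCF7 (adjusted p = 0.0833), namely IGF1R, CDH1 and TLN2, with 9 without replicate 1 (adjusted p = 0.00329, Fisher's exact test), and 3 of 66 in HEPG2 (adjusted p = 0.268), with 13 without replicate 2 (adjusted p = 5.32e-04, Fisher's exact test). TGF-beta signaling had 1 of 58 in MCF7 (BMP7, adjusted p = 0.659) and 3 of 58 in HEPG2 (TGFBR2, ID1 and SMAD3, adjusted p = 0.230, Fisher's exact test). PPAR signaling had 1 of 51 in MCF7 (RXRA, adjusted p = 0.646) and 0 in A549, fatty acid metabolism 0 of 41 in both, and complement and coagulation 0 of 62 in MCF7 and 4 in A549 (SERPINE1, FGA, TFPI and C5, adjusted p = 0.268, Fisher's exact test). Hepatocyte genes had 0 of 50 in MCF7 and 4 in A549 (LIPC, HNF4A, HNF1B and FGA, adjusted p = 0.184), lung genes 0 of 45 in MCF7 and 2 in HEPG2 (adjusted p = 0.408), where 10 were counted without replicate 2 (adjusted p = 0.00100, Fisher's exact test), and breast genes 1 of 40 in HEPG2 (GREB1, adjusted p = 0.768). The housekeeping gene with a co-occupied region in A549 was UBC (adjusted p = 0.793), where 8 were counted without replicate 2 (adjusted p = 0.0234, Fisher's exact test), and those of other lineages were SNAP25 and SYT1, genes of neurons (adjusted p = 0.529).

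The co-occupied regions of MCF7 found in both other cell lines were 8. They lay nearest to TOMM20 (1:235098931-235099338 and 1:235110863-235111290), CPEB4 (5:173251052-173251513), MYC (8:129188883-129189423, 439194 bp from its TSS), SLC38A2 (12:46887408-46887924), GRAMD1A (19:35497217-35497625), CYP24A1 (20:52739943-52740812) and NRIP1 (21:16582326-16583120). These regions were chosen after their values were seen.

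MED1 regions with NIPBL lay less often at promoters than MED1 regions without it in each cell line. MED1 regions without SMC1A also lay there more often than all MED1 regions did. The shares were 9.72% against 6.55% in MCF7, 23.2% against 18.8% in HEPG2 and 27.7% against 17.5% in A549. The pattern is thus not particular to NIPBL, and SMC1A was not tested in this way. Weaker MED1 peaks at regions without NIPBL are argued against, since within 5 equal classes of MED1 rank the Mantel-Haenszel odds ratio was 0.281 in MCF7, 0.404 in HEPG2 (95% interval 0.315 to 0.517) and 0.333 in A549. NIPBL peaks missed in 1 replicate are argued against in MCF7 and HEPG2, where counting NIPBL peaks of either replicate left an odds ratio of 0.301 (95% interval 0.157 to 0.578) and 0.243 (0.209 to 0.284). In A549 the odds ratio was 0.670 (0.55 to 0.817), so missed NIPBL peaks and a true lack of NIPBL at promoters cannot be told apart there, because 1 NIPBL replicate of A549 holds most of its promoter peaks. That Mediator at promoters may be held with less NIPBL than at distal regions is a hypothesis, and read depth of the NIPBL libraries stays open.

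The promoter share differed between the HEPG2 replicates in each cofactor, with 8.13% and 14.2% for NIPBL and 7.71% and 13.9% for SMC1A. List length is argued against, since at equal list length the share of replicate 2 was still at least 1.61 times that of replicate 1 (1.94 for MED1, 2.18 for NIPBL and 1.61 for SMC1A). A candidate explanation is the GC content of the recovered fragments, since at summits more than 1 kb from a TSS replicate 2 was richer in GC by 3.70 percentage points for MED1, 2.37 for NIPBL and 1.66 for SMC1A. In A549, NIPBL replicate 2 had 0.643 times the promoter share of replicate 1 at equal length, with a GC difference of -2.35, but in MCF7 replicate 2 had the higher promoter share (1.22 times for MED1) with a lower GC content (-2.89). No biological explanation was tested, since the replicates share 1 condition.

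HNF4A, which the paper places in the network of HEPG2, also had a co-occupied region in A549 at 20:42999180-42999845. At the GREB1 locus, which the paper studies in MCF7, HEPG2 also had a co-occupied region that reaches the amplicon of enhancer 1, at 2:11638897-11640192, with a MED1 fold enrichment of 10.5 and 8.38 in the replicates, where the peak of replicate 2 (from 11639243 to 11639838) lay beside the amplicon. At the TSS amplicon of GREB1, HEPG2 had a MED1 peak of 3.38 in replicate 1 alone, and A549 had no peak at these amplicons.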
